# Alcohol-induced epigenetic changes prevent fibrosis resolution after alcohol cessation in miceresolution

**DOI:** 10.1097/HEP.0000000000000675

**Published:** 2023-11-09

**Authors:** Michael Schonfeld, Maura O’Neil, Steven A. Weinman, Irina Tikhanovich

## Abstract

**Background and Aims:**

Alcohol-associated liver disease is a major cause of alcohol-associated mortality. Recently, we identified hepatic demethylases lysine demethylase (KDM)5B and KDM5C as important epigenetic regulators of alcohol response in the liver. In this study, we aimed to investigate the role of KDM5 demethylases in alcohol-associated liver disease resolution.

**Approach and Results:**

We showed that alcohol-induced liver steatosis rapidly resolved after alcohol cessation. In contrast, fibrosis persisted in the liver for up to 8 weeks after the end of alcohol exposure. Defects in fibrosis resolution were in part due to alcohol-induced KDM5B and KDM5C-dependent epigenetic changes in hepatocytes. Using cell-type–specific knockout mice, we found that adeno-associated virus-mediated knockout of KDM5B and KDM5C demethylases in hepatocytes at the time of alcohol withdrawal promoted fibrosis resolution. Single-cell ATAC sequencing analysis showed that during alcohol-associated liver disease resolution epigenetic cell states largely reverted to control conditions. In addition, we found unique epigenetic cell states distinct from both control and alcohol states and identified associated transcriptional regulators, including liver X receptor (LXR) alpha (α). *In vitro* and *in vivo* analysis confirmed that knockout of KDM5B and KDM5C demethylases promoted LXRα activity, likely through regulation of oxysterol biosynthesis, and this activity was critical for the fibrosis resolution process. Reduced LXR activity by small molecule inhibitors prevented fibrosis resolution in KDM5-deficient mice.

**Conclusions:**

In summary, KDM5B and KDM5C demethylases prevent liver fibrosis resolution after alcohol cessation in part through suppression of LXR activity.

## INTRODUCTION

Alcohol-associated liver disease (ALD) encompasses a spectrum of disorders that commonly progresses from steatosis to steatohepatitis with fibrosis and ultimately to cirrhosis. Cirrhosis is the ninth leading cause of death in the United States, and about 35%–50% of cirrhosis deaths are alcohol-associated.^1,2^ In ALD, multiple liver cell types are impacted by alcohol exposure; however, it is not clear if the effects on individual cells are direct effects of alcohol or a response to alcohol-induced signals from other cells. Advances in technologies such as single-cell sequencing and spatial transcriptomics have revealed new details regarding the complexity of hepatic cell types^3–6^ and have highlighted the importance of cell-cell communication by means of secreted mediators such as peptides, hormones, and cytokines (secretome) in disease development and progression.^7^ Recent studies suggest that hepatocytes play a central role in driving ALD and influence the phenotype of non-parenchymal cells in the liver both during disease development^8,9^ and resolution.^10^

Abstinence is the most critical therapeutic intervention for patients with ALD. However, fibrosis improvement after drinking cessation is not uniform, and some patients progress to cirrhosis or develop decompensation even while abstinent.^1,11,12^ Fibrosis resolution after alcohol cessation is not well studied, mostly due to the absence, until recently, of animal models that can induce clinically relevant fibrosis. However, data from nonalcohol disease models suggest that even advanced stages of fibrosis can resolve when the cause of the liver injury is removed.^13^ This resolution involves apoptosis of activated HSCs or HSC reversal to a quiescent-like state,^14^ and collagen removal by increased matrix metalloproteinase (MMP)-dependent degradation^15–18^ and MRC-1-dependent uptake of degraded collagen by macrophages.^19^

KDM5B and KDM5C are enzymes that demethylate lysine 4 of histone H3 at active gene promoters, resulting in transcriptional repression.^20^ KDM5 demethylases do not have DNA binding specificity and rely on transcription factors to guide them to their target gene promoters.^21,22^ Thus, the functions of KDM5 demethylases are highly cell-type and context-dependent.^23^ *Kdm5b* KO mice display growth retardation, postnatal mortality, and altered insulin sensitivity. KDM5C is mostly known as a transcription repressor of neuronal genes, and it represses CLOCK-ARNTL/BMAL1-mediated transcription.^22^ Recently, we found that KDM5B and KDM5C are key regulators of alcohol responses in liver cells.^24,25^

In the current study, we have used the recently described Western diet with alcohol (WDA) mouse model^26^ that combines high-fat diet feeding and alcohol in the drinking water. This and similar high-fat/alcohol models have been used in multiple studies and have been shown to recapitulate multiple aspects of human ALD, including steatosis, inflammation, hepatocyte ballooning, and pericellular fibrosis.^26–28^ Using this model, we showed that the process of fibrosis resolution on alcohol cessation is extremely slow, and this lack of resolution is due to KDM5-dependent suppression of fibrosis resolution mechanisms. We found that hepatocyte-specific KO of *Kdm5b* or *Kdm5c* at the onset of alcohol cessation accelerated fibrosis resolution. This mechanism involved LXR activation in the liver with the subsequent development of pro-resolving changes in non-parenchymal cells. LXR inhibition by a small molecule inhibitor blocked fibrosis resolution in KO mice, suggesting that KDM5-mediated LXR suppression mediates poor fibrosis resolution after alcohol cessation.

## METHODS

### Mice

*Kdm5b* and *Kdm5c* floxed mice (B6/J^GptKdm5bem1C^ flox/wt and B6/J^GptKdm5cem1C^ flox/wt) were obtained from GemPharmatech Co., Ltd, Nanjing, China, and bred to make homozygous flox/flox breeders. All mice were housed in a temperature-controlled, specific pathogen-free environment with 12-hour light-dark cycles. All animal handling procedures were approved by the Institutional Animal Care and Use Committee at the University of Kansas Medical Center (Kansas City, KS).

In some experiments, liver fibrosis was induced by treating mice with 200 mg/L of thioacetamide (TAA) in the drinking water for 2 months.

### WDA model

For the WDA model as described,^26^ both male and female mice were fed ad libitum Western diet (WD) (Research Diets, Inc., Cat# D12079B), and alcohol was given ad libitum in water. Mice received progressively increasing amounts of alcohol in water (1%, 3%, 10%, 15%, and 20% for 3 days each). After reaching 20%, mice continued for 16–20 weeks. Alcohol-containing water was changed twice weekly.

### Vectors

AAV8-TBG-Cre, AAV8-CMV-Cre, and AAV8-TBG-EGFP were from Vector BioLabs, Malvern, PA; AAV8-CMV-Cre, and AAV8-CMV-EGFP were from Vector Builder, Chicago, IL and were used at 10^11^ genome copies per mouse each.

### Chromatin immunoprecipitation

Chromatin immunoprecipitation was performed as described.^29^ The detailed procedure is described in Supplemental Materials and Methods, http://links.lww.com/HEP/I95.

### Trans-well coculture

For coculture experiments, primary mouse hepatocytes were placed in cell inserts of 24-well trans-well plates (Corning Incorporated, Acton, MA, 0.4 µm pore size) at a seeding density of 5  ×  10^4^/well. Cells were treated as indicated. Freshly isolated liver macrophages were seeded in the bottom well at a seeding density 1  ×  10^4^/well. The cells were then cultured for 24 hours, and hepatocytes and macrophages were harvested for RNA isolation.

Alternatively, macrophages were used for a Collagen degradation assay, using DQ™ Collagen (ThermoFisher, Cat# D12060), type I From Bovine Skin, Fluorescein Conjugate, according to the manufacturer’s instructions. Cells were incubated in 50 mM Tris-HCl (pH 7.6), 150 mM NaCl, 5 mM CaCl2, 0.5% agar, 10 mg/L DQ™ Collagen for 2 hours at 37C. Digestion product fluorescence was measured at 525 nm.

### RNA-sequencing

For RNA-sequencing analysis, total RNA was isolated from the liver using the Qiagen RNA isolation kit. Three individual mice per condition were used. Library generation and sequencing were performed by BGI genomics services (BGI, Cambridge, MA). Twenty-seven samples were sequenced using the BGISEQ platform, on average generating about 4.57G Gb bases per sample. HISAT was used to align the clean reads to the reference genome. Bowtie2 was used to align the clean reads to the reference genes. The average mapping ratio with a reference genome (GRCm38.p6) was 96.14%, and 16869 genes were identified. Differential gene expression was identified with DESeq2. The data are available under GSE number GSE244240.

### Single-cell ATAC sequencing

Single-cell ATAC sequencing was performed by ActiveMotif Inc., Carlsbad, CA. Nuclei were harvested from liver tissue and subjected to library generation using 10x Genomics kit. 10x Genomics’ Cell Ranger ATAC analysis was performed on a per sample basis (BioProject ID: PRJNA1022784). Mapped reads were combined and analyzed using Signac and Seurat R packages as described.^3,30^ Trajectory analysis was performed using Monocle3 as described.^5,31^

### Statistics

Results are expressed as mean ± SD. The Student’s *t*-test, paired *t*-test, Pearson’s correlation, or one-way ANOVA with Bonferroni post hoc test was used for statistical analyses. *p*-value < 0.05 was considered significant.

### Data availability statement

Raw sequencing data for all reported datasets is available on request.

Additional methods are in the Supplemental Materials and Methods section, http://links.lww.com/HEP/I95.

## RESULTS

### ALD resolution is characterized by rapid steatosis reduction but no change in fibrosis

To assess disease resolution in mice fed alcohol, we used our recently described WDA model^26^ with slight modifications. In this model, mice consume ad libitum WD (43% calories from fat) and drink alcohol in drinking water (20% alcohol) for 20 weeks. At the end of alcohol feeding, we performed surgical liver biopsies and subsequently placed mice on a chow diet with plain water for 2–8 weeks (Figure 1A). We found that liver steatosis rapidly decreased (Figure 1B, C), and this correlated with a reduction in liver/body weight ratios. However, the pathological fibrosis score or the fibrosis area by Mason’s trichrome staining did not change (Figure 1D, Supplemental Figure S1, http://links.lww.com/HEP/I96). Next, we assessed the fibrosis area using Sirius red staining of liver sections at 2, 4, and 8 weeks and corresponding biopsy sections stained simultaneously on the same slide (Figure 1E, Supplemental Figure S2, http://links.lww.com/HEP/I97). We found that fibrosis area did not significantly change at any of the time points in both male and female mice (area fold change 0.98 ± 0.13 for males, 1.05 ± 0.07 for females), which correlated with no change in hydroxyproline levels in the liver (Figure 1F). Fibrosis resolution did not occur despite a decrease in pro-fibrotic and pro-inflammatory gene expression (Figure 1G, H). By 2 weeks after alcohol cessation, *Tgfb1, Tnf*, and *Ccl2* were decreased to the levels of control-fed mice (high-fat diet without alcohol) that do not develop liver fibrosis by Sirius red staining. By 4 weeks after alcohol cessation, *Col1a1* expression was also decreased back to control levels in the majority of mice. Taken together, these data suggest that fibrosis resolution is impaired in mice that stop alcohol after 20 weeks on the WDA diet.

**FIGURE 1:**
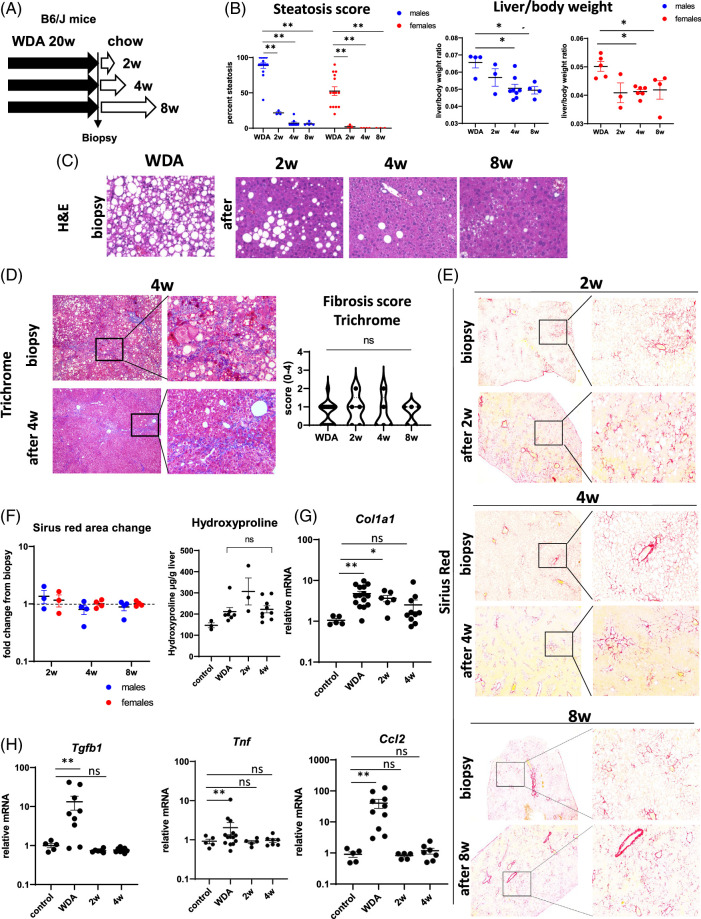
ALD resolution is characterized by rapid steatosis reduction but no change in fibrosis area. (A) Male and female 7–8 week old mice were fed ad libitum WDA in the drinking water for 20 weeks, then liver biopsy was collected, and mice were placed on a chow diet for 2–8 weeks. (B) Percent steatosis and liver/body weight ratios at indicated times. N ≥ 3 per group. *p < 0.05, **p < 0.01. (C) Representative images of H&E staining from biopsy (before) and livers after 2–8 weeks of resolution (after). (D) Corresponding biopsy and final liver sections were placed on the same slide and stained with Mason’s trichrome staining. The fibrosis stage was assessed and graded in a blinded fashion by a pathologist (Maura O’Neil). Fibrosis score and representative image of trichrome staining. (E) Corresponding biopsy and final liver sections were placed on the same slide and stained using Sirius red staining. Representative images from corresponding biopsy (before) and livers after 2–8 weeks of resolution (after). (F) Fold changes in Sirius red area from corresponding biopsy. Right. Hydroxyproline levels in the livers. (G–H) Relative mRNA expression in mice fed WD only (control), WDA (biopsy samples), and mice at 2–4 weeks of resolution. N ≥ 3 per group. *p < 0.05, **p < 0.01, ***p < 0.001. Abbreviations: WD, Western diet; WDA, Western diet with alcohol.

### *Kdm5b* KO in hepatocytes promotes fibrosis resolution

We have identified KDM5 demethylases as regulators of fibrosis development in female mice.^25^ To assess their role in post-alcohol fibrosis resolution, we used *Kdm5b* or *Kdm5c* floxed mice and induced gene KO at the time of alcohol cessation (Figure 2A, Supplemental Figure S3, http://links.lww.com/HEP/I98). Mice were then assessed for ALD resolution after 4 weeks. The KO did not affect steatosis resolution, and mice in all groups had comparable liver/body weight ratios and comparable histological steatosis resolution at the end of the experiment (Figure 2B, Supplemental Figure S4, http://links.lww.com/HEP/I99), but fibrosis resolution was enhanced in KO mice. Mice that received AAV-control showed no fibrosis resolution with Sirius red area fold change of 1.6 ± 0.4 in males and 1.3 ± 0.3 in females. Fibrosis levels at 4 weeks were slightly increased compared to experiments presented in Figure 1 likely due to AAV-control injections. We used 2 different AAV approaches to knock out *Kdm5b*. The first used AAV8-CMV.Cre, that targets the liver but is not cell-type–specific. These mice showed a significant reduction of fibrosis area (area fold change 0.7 ± 0.1 in males and 0.5 ± 0.1 in females, Figure 2 C, D, Supplemental Figure S5, http://links.lww.com/HEP/I100). In addition, a highly hepatocyte-specific KO using AAV8-TBG.Cre similarly reduced fibrosis area 4 weeks after alcohol cessation (area change 0.5 ± 0.1, Figure 2E). *Kdm5c* KO also promoted fibrosis resolution (Figure 2C, E, Supplemental Figure S5, http://links.lww.com/HEP/I100); however, this change was not significant (*p* > 0.05).

**FIGURE 2:**
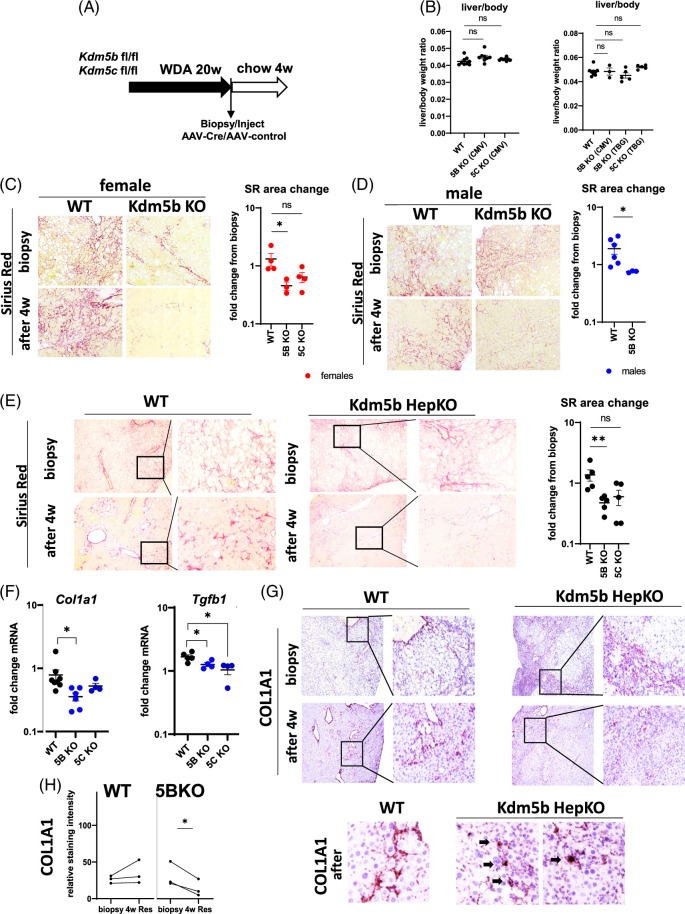
*Kdm5b* knockout promotes fibrosis resolution. (A) 7–8 week old *Kdm5b* fl/fl or *Kdm5c* fl/fl mice were fed ad libitum WDA in the drinking water for 20 weeks then liver biopsy was collected, and mice were placed on a chow diet. One day later, mice received 10^11^ gc/mouse of AAV-CMV-Cre or AAV-CMV-control, or AAV-TBG-Cre or AAV-TBG-control. (B) Liver/body weight ratios at 4 weeks of resolution. N ≥ 3 per group. (C–D) Mice were treated with AAV-CMV-Cre or AAV-CMV-control. Corresponding biopsy and final liver sections were placed on the same slide and stained using Sirius red staining. Representative images from corresponding biopsy (before) and livers after 4 weeks of resolution (after) in females (C) and males (D). Fold change in Sirius red area from the corresponding biopsy is presented on the right. (E) Mice were treated with AAV-TBG-Cre (HepKO) or AAV-TBG-control (WT). Representative images from corresponding biopsy (before) and livers after 4 weeks of resolution (after). N ≥ 3 per group. **p < 0.01. F. Relative mRNA expression in WT and KO (CMV-cre) mice at 4 weeks of resolution. N ≥ 3 per group. *p < 0.05. (G–H) Representative images from corresponding biopsy (before) and livers after 4 weeks of resolution (after) of COL1A1 staining in WT or hepatocyte-specific KO mice (TBG-Cre, HepKO). (H) Change in COL1A1 staining in WT and KO mice. N = 3, *p < 0.05. Right. Representative images of COL1A1 staining in zone 2. Arrows indicate fragmented collagen clusters. Abbreviations: AAV, adeno-associated virus; KDM, lysine demethylase; KO, knockout; WDA, Western diet with alcohol; WT, wild-type.

The increase in fibrosis resolution in KO mice correlated with reduced profibrotic gene expression in the liver (Figure 2F). Next, we examined collagen I in the livers of WT and KO mice using immunohistochemistry. We found that collagen staining did not change or slightly increased in WT mice after 4 weeks of resolution, while in KO mice, collagen staining and collagen content on immunoblot were reduced (Figure 2G, H, Supplemental Figure S6A, http://links.lww.com/HEP/I101). Moreover, we observed that in KO mice, collagen staining showed more fragmented collagen clusters in zone 2, which could be associated with increased degradation (Figure 2G).

### *Kdm5b* KO promotes pro-resolving gene expression in the liver

We have reported that KDM5B and KDM5C promote pro-inflammatory signaling in ALD.^25^ We examined pro-inflammatory gene expression changes in the livers of WT and KO mice during resolution (Figure 3A). We observed that in WT mice receiving AAV-control injections, inflammation was slightly increased at 4 weeks compared to the control (no AAV) experiment (Figure 3A compared with Figure 1). *Kdm5b* KO but not *Kdm5c* KO significantly reduced inflammation-associated gene expression (*Tnf, Ccr2*) in the liver at 4 weeks after alcohol cessation compared to WT mice. In addition, we observed that when compared to WT mice, alcohol cessation in both *Kdm5b* and *Kdm5c* KO mice was associated with an increase in matrix MMP gene expression and a decrease in expression of the MMP inhibitor, TIMP1 (Figure 3B). This suggests that the enhanced fibrosis resolution in the KO mice was associated with increased collagen degradation, possibly due to increased MMP activity. We further confirmed that the MMP9 protein level was increased in the livers of *Kdm5b* KO mice by immunohistochemistry and immunoblotting (Figure 3C, Supplemental Figure S6A) and further showed that increased MMP9 was specifically present in CD11b positive cells (Supplemental Figure S6B, http://links.lww.com/HEP/I101).

**FIGURE 3:**
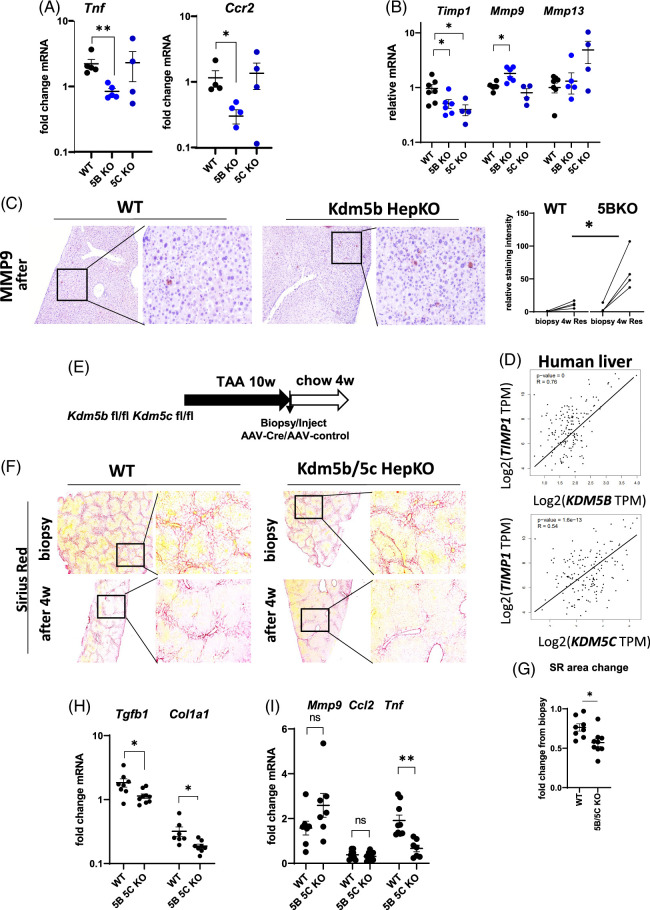
*Kdm5b* and *Kdm5c* knockout promotes pro-resolving gene expression in the liver. (A–B) Relative mRNA expression in WT and KO (CMV-cre) mice at 4 weeks of resolution, as in Figure 2. N ≥ 3 per group. *p < 0.05. (C) Representative images from corresponding biopsy (before) and livers after 4 weeks of resolution (after) of COL1A1 staining in WT or hepatocyte-specific KO mice (TBG-Cre, HepKO). (D) Correlation between *KDM5B* or *KDM5C* and *TIMP1* gene expression in human liver specimens from GTEx database. (E–I) 7-8 weeks old *Kdm5b* fl/fl *Kdm5c* fl/fl mice were fed ad libitum 200 mg/L of TAA in the drinking water for 10 weeks, then liver biopsy was collected, and mice were given plain water. One day after, mice received 10^11^ gc/mouse of AAV-TBG-Cre or AAV-TBG-control, and recovery was assessed after 4 weeks. (F) Corresponding biopsy and final liver sections were placed on the same slide and stained using Sirius red staining. Representative images from corresponding biopsy (before) and livers after 4 weeks of resolution (after) in WT (AAV-TBG-control) and *Kdm5b/Kdm5c* KO mice (HepKO, AAV-TBG-Cre). (G) Fold change in Sirius red area from corresponding biopsy N = 8–9 per group. *p < 0.05. (H–I) Relative mRNA expression (fold change from the biopsy) in WT and KO mice at 4 weeks of resolution. N ≥ 3 per group. *p < 0.05, **p < 0.01. Abbreviations: AAV, adeno-associated virus; KDM, lysine demethylase; KO, knockout; TAA, thioacetamide; WT, wild-type.

We assessed the relationship between KDM5 demethylases and *TIMP1* expression in human livers using a public database.^32^ We found that both *KDM5B* and *KDM5C* have strong positive correlations with *TIMP1* expression, suggesting that this mechanism is relevant in humans as well (Figure 3D).

Next, we investigated whether this mechanism is specific to ALD. We used 10 weeks of TAA treatment to induce liver fibrosis in *Kdm5b/Kdm5c* floxed mice, collected liver biopsies, then treated mice with AAV-TBG.cre or AAV-TBG.control and allowed them to recover for 4 weeks (Figure 3E). Unlike the ALD model, we found that TAA-treated WT mice showed a reduction in Sirius red staining after 4 weeks (Figure 3F, G). Nevertheless, *Kdm5b/Kdm5c* KO mice showed an even greater reduction in fibrosis area (fold change 0.6 ±0.1 in KO vs 0.8±0.1 in wild type). These changes correlated with reduced *Tgfb1, Col1a1*, and *Tnf* gene expression and increased *Mmp9* expression, although the difference in *Mmp9* mRNA did not reach statistical significance (Figure 3H, I).

### *Kdm5b* KO results in profound gene expression change during resolution that affect signaling from multiple nuclear receptors

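RNA from whole liver of 27 mice, 3 in each of 9 conditions, was sequenced on the BGISEQ platform. Floxed mice that received an AAV with a control vector are called WT, mice that received AAV-CMV-Cre are called KO, and mice that received AAV-TBG-Cre, which is directed to hepatocytes, are called HepKO. The conditions on the WDA diet were WT and KO females, WT and KO males, and HepKO females. The resolution (Res) conditions, 4 weeks after alcohol cessation, were WT and KO females and WT and KO males. In the paper's design mice were moved to chow and plain water at alcohol cessation. The Western diet and alcohol therefore ended together, and a comparison of Res with WDA cannot separate their effects. All WDA libraries carry the number of one experiment and all Res libraries the number of another, so the stage and the experiment coincide and cannot be separated in a comparison of Res with WDA. The sample labels give 8 weeks of WDA feeding for the WDA mice and 16 weeks for the Res mice. The paper's methods give 16 to 20 weeks and its Figure 2 gives 20 weeks, so the 8 weeks of the WDA labels lie outside the stated range.
The clean reads were aligned with HISAT and Bowtie2. The authors deposited, for each library, the estimated number of reads on each gene, without normalization, and an FPKM value. Between 7.34% and 8.09% of the estimated counts in each table are not whole numbers, and the counts were rounded before testing. The tables list 17655 genes by NCBI gene identifier, of which 17533 (99.31%) matched the annotation of GRCm38.p6. The summed counts per library ranged from 14634602 to 19388251, with a median of 17944536. Among WDA mice, the totals ranged from 16570678 to 18175886 (median 17047292) in WT females, from 16982524 to 17630819 (median 17390938) in KO females, from 17734001 to 18258368 (median 17944536) in HepKO females, from 18300223 to 18727004 (median 18449949) in WT males and from 18122258 to 18810509 (median 18508250) in KO males. Among Res mice, they ranged from 16954354 to 17962531 (median 17264292) in WT females, from 17640657 to 18456586 (median 18423645) in KO females, from 17406266 to 17953124 (median 17425027) in WT males and from 14634602 to 19388251 (median 17551673) in KO males. The paper states the depth as sequenced bases per sample, and the values here use the summed counts. Between 12107 and 13462 genes per library had at least 10 counts.
Counts were scaled with TMM factors and are given as CPM, counts relative to the scaled library total, and each comparison was fitted on its own groups alone. Genes were kept with edgeR's expression filter and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, at an adjusted p-value under 0.05. DESeq2, the tool the authors name for differential expression, was run as an alternative. Counts were simulated from the KO and WT females after resolution, with 200 genes changed. The same test called 96 of the 200 at a log2 fold change of 1, 182 at 2 and 197 at 3. The simulation drew each gene independently at its estimated spread, with no mouse that differed over many genes. Recovery in the real libraries may therefore be lower. A group with no library above 3 counts was treated as at the floor of detection, and this floor covers counting error only. With 3 mice against 3, an exact permutation test of a single value cannot give a two-sided p-value under 0.10.
The targeted gene was examined first. *Kdm5b* (gene identifier 75605, protein coding, chromosome 1 of GRCm38.p6 from 134560178 to 134632878) was lower in KO than in WT mice in each of the 4 comparisons by sex and stage. In WDA females it was 18.1 ± 5.20 CPM (SD, n = 3) in KO and 26.0 ± 4.94 in WT mice, and in WDA males 21.5 ± 0.789 in KO and 24.3 ± 0.709 in WT mice. In Res females it was 12.0 ± 1.26 in KO and 17.1 ± 0.442 in WT mice, and in Res males 12.6 ± 4.62 in KO and 19.2 ± 0.451 in WT mice. The log2 fold changes were -0.54, -0.16, -0.55 and -0.59 in that order. The groups did not overlap except in WDA females, where the library of mouse 1, labelled KO, had 24.1 CPM, within the WT range of 21.5 to 31.2 CPM. The KO Res males differed among themselves. Before scaling, mice 5, 6 and 11 had 282, 131 and 225 counts, against 298 to 371 in WT Res males. In HepKO females on the WDA diet *Kdm5b* was 13.3 ± 4.63 CPM, a log2 fold change of -0.98 against WT (standard error 0.28). Read counts summed over a whole gene do not show whether the remaining transcripts lack the floxed exons. Over both sexes, the KO effect on *Kdm5b* after resolution was -0.57 (standard error 0.15).

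**Figure D1:**
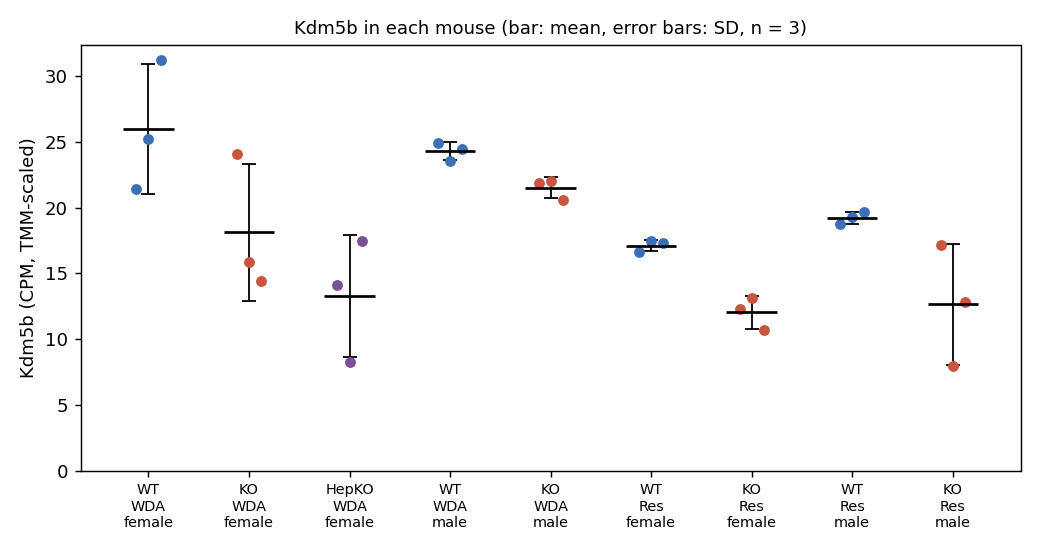
*Kdm5b* in each mouse, in TMM-scaled CPM, by genotype, stage and sex. Points are mice, horizontal bars are means and error bars are SD (n = 3). The KO and WT mice overlap among WDA females, where KO mouse 1 has 24.1 CPM.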

To understand the mechanism of KDM5’s apparent ability to suppress fibrosis resolution after alcohol cessation, we performed RNA-sequencing analysis of whole liver mRNA from WT and *Kdm5b* KO mice fed alcohol and after 4 weeks of alcohol cessation. We found that during the resolution phase, there are profound changes in the liver transcriptome (Figure 4A), particularly in genes affecting metabolic pathways (cholesterol metabolism, glucose metabolism, bile acid metabolism), circadian rhythms, and extracellular matrix composition (Figure 4B). 

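WT females after resolution were compared with WT females on the WDA diet, as in Figure 4A, over 12603 genes. No gene had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, where the smallest was 0.184, and 1716 genes had an unadjusted p-value under 0.05 (846 higher and 870 lower after resolution, against 630 by chance). The libraries of 2574 genes (20.4%) did not overlap between the groups, where chance gives 10%. DESeq2 called 387 genes, 199 higher and 188 lower. A fit in which all groups of the series share one estimate of the spread called 840 genes. Of 10 splits of the same libraries, 3, the real one included, gave at least 1716 genes at an unadjusted p-value under 0.05. Another split gave 2187. For the DESeq2 calls it was also 3 of 10, with 680 in another split. Neither count therefore sets the real grouping apart from other groupings. The edgeR count rested in part on 1 library. Without mouse 7 of the WT WDA females, edgeR called 15 genes, and no other of the 6 fits without 1 mouse gave any call.
Of the 11 genes named in Figure 4A, 9 could be tested. *Scd1* (20249, chromosome 19 from 44394450 to 44407709) fell from 17453 ± 7772 CPM (SD, n = 3) in WDA females to 1077 ± 342 CPM after resolution, a log2 fold change of -4.02 (standard error 0.50). *Lpin1* (14245, chromosome 12 from 16535669 to 16653903) rose from 28.2 ± 9.81 to 173 ± 46.0 CPM, a log2 fold change of 2.62 (standard error 0.31). Their adjusted p-values were 0.184 in edgeR's quasi-likelihood test, and 5.92e-19 and 1.18e-12 in DESeq2. Over the other scalings, filters, tests and spreads the adjusted p-value of each lay between its DESeq2 value and 0.206. Without 1 mouse, in edgeR's test, it ran from 0.0217 for *Scd1* and 0.0676 for *Lpin1* (both without WDA mouse 7) to 0.666 for each (without WDA mouse 5). *Apoa4*, *S100a10*, *Abcg5* and *Krt23* were lower after resolution, with log2 fold changes of -2.62, -1.42, -1.74 and -3.05, and *A1bg* was higher at 3.32. All 9 had an unadjusted p-value under 0.05. Adjusted over the list alone, 9 passed, but the list was drawn from these libraries by the study and is not independent evidence. The changes of *Cyp3a16* (6.55, standard error 1.18) and *Sult2a1* (8.48, standard error 1.64) are uncertain, because both have near-identical family members among which reads could be split. *Vmn2r3* and *Sult2a3* did not pass the expression filter and were not tested: *Vmn2r3* had 486 counts in mouse 7 and at most 1 in any other of the 6 WT females, and the highest count of *Sult2a3* in them was 618, in WT Res mouse 12.
For the pathways, 9 gene lists written before the data were examined were tested with camera (preset correlation 0.01, Benjamini-Hochberg over the 9 lists). Cholesterol synthesis genes rose, with a median log2 fold change of 0.95, 19 of 20 genes higher and an adjusted p-value of 5.92e-08. The adjusted p-value stayed under 0.05 in all 6 fits that left out 1 mouse. The change from Western diet to chow coincided with the end of alcohol, so the rise cannot be assigned to either. Bile acid metabolism (median 0.33, 15 of 17 higher), ER stress (0.27, 16 of 20 higher) and cell cycle (-0.68, 3 of 16 higher) each had an adjusted p-value of 0.0449. These rested on single mice. Bile acid metabolism and ER stress each passed in 3 of the 6 fits and cell cycle in 4. Their highest adjusted p-values in camera were 0.708, 0.500 and 0.708. Glucose metabolism (-0.33, 5 of 18 higher, adjusted p = 0.0657), lipid metabolism (-0.05, adjusted p = 0.114), circadian clock genes (0.03, 8 of 16 higher, adjusted p = 0.325), extracellular matrix genes (-0.16, 4 of 21 higher, adjusted p = 0.592) and TGFβ signaling (-0.03, adjusted p = 0.847) did not pass in camera. Of the fits without 1 mouse, glucose metabolism passed in 2 (lowest adjusted p = 0.000286) and lipid metabolism in 2. Extracellular matrix passed in 1, and the clock and TGFβ signaling in 0. Mouse 7 decided several medians: without it, bile acid metabolism was -0.09, cell cycle -0.18, the clock -0.16, extracellular matrix 0.57, TGFβ signaling 0.29 and lipid metabolism -0.35. Under fry, or with the correlation between genes estimated from the data, none of the 9 lists passed, with adjusted p-values of at least 0.488 and 0.703.
WT males, which Figure 4A does not show, differed more clearly over 12408 genes. After resolution 1361 genes had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 619 higher and 742 lower, and 330 of them changed over 2-fold. DESeq2 called 1711 genes. The count fell to 106 without mouse 21 of the WT WDA males. *Scd1* had a log2 fold change of -2.74 (standard error 0.27, adjusted p = 0.00329 in the same test). The clock gene *Dbp* (13170, chromosome 7 from 45705100 to 45710203) had a log2 fold change of -4.21 (standard error 0.25, adjusted p = 0.000369). In the same males the clock gene *Nr1d1* fell from 117 to 136 CPM on WDA to 11.1 to 18.2 CPM after resolution. *Arntl* rose from 7.14 to 13.4 CPM to 24.4 to 30.8 CPM, and *Clock* overlapped. A different time of day at collection may therefore be behind the change of *Dbp*. Collection times are not in the sample labels, and stage and experiment coincide. In WT WDA females *Dbp* was 32.5 CPM in mouse 6 against 3.15 and 4.80 CPM in the other mice. The paper states from Figure 4A and B that the liver transcriptome changes profoundly during resolution.

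**Figure D2:**
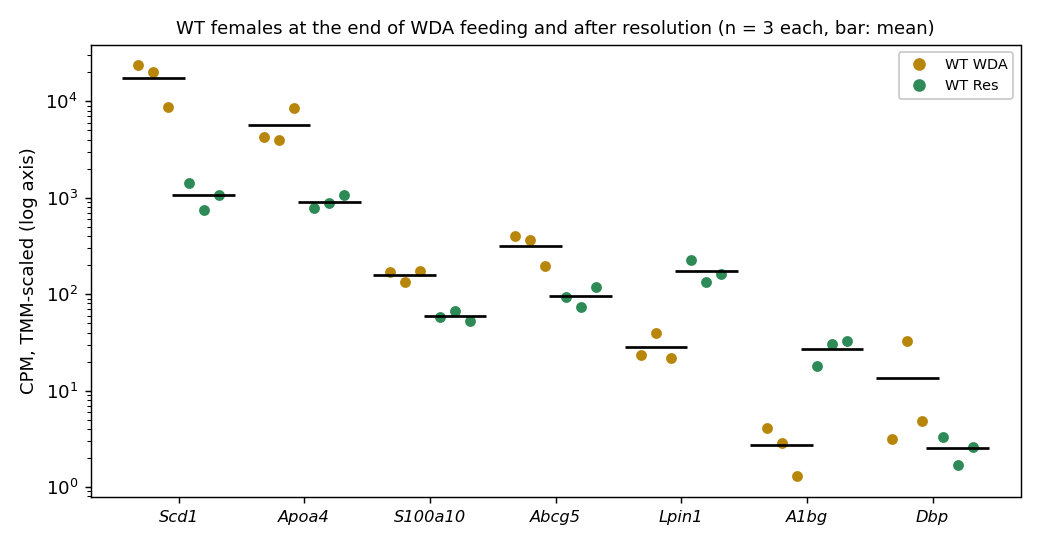
CPM (log axis) of 7 genes in WT females on the WDA diet and after resolution. Points are mice (n = 3 per group) and bars are means. *Scd1* lies between 8741 and 23674 CPM on the WDA diet and between 741 and 1424 CPM after resolution.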

In *Kdm5b* KO mice compared to WT mice during resolution, most differentially regulated genes were involved in cell cycle, ER stress, TGFβ signaling, and lipid metabolism pathways (Figure 4C, D). 

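KO and WT females after resolution, the groups of Figure 4C, were compared over 12577 genes. No gene had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 2413 genes had an unadjusted p-value under 0.05 (946 higher and 1467 lower in KO, against 629 by chance). The smallest adjusted p-value was 0.0794 and 130 genes were under 0.10. The libraries of 3295 genes (26.2%) did not overlap between KO and WT, where chance gives 10%. DESeq2 called 607 genes, 219 higher and 388 lower in KO. Leaving out mouse 1 of the WT Res females gave 852 calls in edgeR, and the other 5 fits without 1 mouse gave at most 2. Library totals without scaling factors, chosen after seeing the data, moved the median log2 fold change over all genes by -0.17, so the changes are relative to the TMM scale.
*Cidec* (gene identifier 14311, chromosome 6 of GRCm38.p6 from 113424634 to 113435760), which encodes a lipid droplet protein, was 57.3 ± 9.60 CPM (SD, n = 3) in KO and 18.4 ± 2.13 CPM in WT mice. Its log2 fold change was 1.59 (standard error 0.16), with an adjusted p-value of 0.0794 in edgeR's quasi-likelihood test and 1.57e-13 in DESeq2, the range over the other scalings, filters, tests and spreads being 1.57e-13 to 0.0885. Without 1 mouse, the adjusted p-value in edgeR's test ran from 0.0123 (without WT mouse 1) to 0.314 (without KO mouse 2), and it was under 0.05 only without WT mouse 1. *Ogt* (108155, chromosome X from 101640011 to 101684351) was 27.4 ± 1.32 CPM in KO and 70.8 ± 19.3 CPM in WT mice, a log2 fold change of -1.42 (standard error 0.21), and its adjusted p-value ran from 0.00668 without WT mouse 1 to 0.314 without KO mouse 4. *Slc16a6* (104681) was 56.8 ± 10.0 CPM in KO and 13.2 ± 5.01 CPM in WT mice, a log2 fold change of 2.07 (standard error 0.26), which was 2.41 with an adjusted p-value of 0.00729 without WT mouse 1 and 1.97 with an adjusted p-value of 0.314 without KO mouse 4. For *Ogt* and *Slc16a6* too, no other fit without 1 mouse was under 0.05. Of the 14 genes of Figure 4C that could be tested, 9 were higher and 5 lower in KO, and 14 had an unadjusted p-value under 0.05. Adjusted over all genes 0 passed, and adjusted over the list alone 14 passed, which is not independent evidence because the study picked the list on these libraries. Their log2 fold changes ran from -3.43 for *Slc15a2* to 4.22 for *Mup13*, whose reads could be split among other *Mup* genes. *Mup13* had 0, 9 and 0 counts in the WT mice and 38, 85 and 41 in the KO mice. The size of its change is therefore uncertain.
In these females, camera on the same 9 lists gave 1 list past the threshold. ER stress genes were lower in KO, with a median log2 fold change of -0.63, 3 of 20 genes higher and an adjusted p-value of 9.87e-05. This held in all 6 fits without 1 mouse, but not under fry (adjusted p = 0.311) or an estimated correlation (adjusted p = 0.927). Cell cycle genes (median 0.23, 9 of 13 higher, adjusted p = 0.130), TGFβ signaling (-0.04, 8 of 19 higher, adjusted p = 0.713) and lipid metabolism (0.08, 12 of 23 higher, adjusted p = 0.237) did not pass in camera. Over both sexes, the mean of lipid metabolism was 0.13 (exact permutation p = 0.02, 0.184 adjusted over 46 list and stage pairs). The means of cell cycle and TGFβ signaling had exact permutation p-values of 0.51 and 0.57. Without KO mouse 2, the cell cycle median was -0.01, and without WT mouse 13 it was 0.42. Cell cycle passed in camera in 2 of the 6 fits without 1 mouse (lowest adjusted p = 0.00472). TGFβ signaling and lipid metabolism passed in 0. Without WT mouse 1 and WT mouse 13 the TGFβ median was -0.19 and 0.14.

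**Figure D3:**
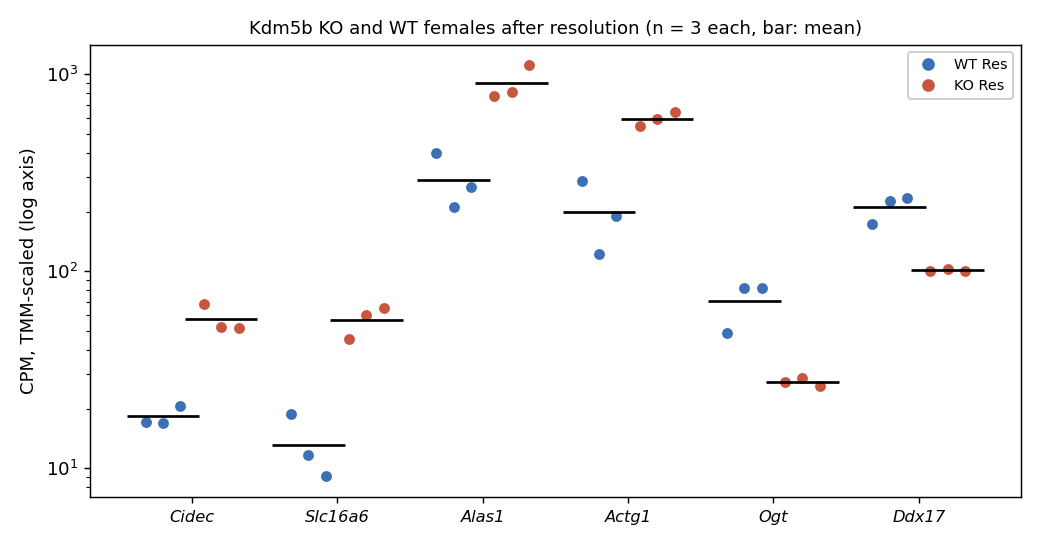
CPM (log axis) of 6 genes in WT and KO females after resolution. Points are mice (n = 3 per group) and bars are means. In each of the 6 genes the KO mice lie on one side of all WT mice.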

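The effect of the KO after resolution was compared between sexes. In males, 0 of 12620 genes had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 183 had an unadjusted p-value under 0.05, fewer than the 631 that chance gives. Leaving out 1 mouse moved that number from 124 (without WT mouse 8) to 756 (without KO mouse 6). The KO-by-sex interaction, which tests the difference between the sexes, gave 0 of 13178 genes at an adjusted p-value under 0.05, with 1512 at an unadjusted p-value under 0.05 (smallest adjusted p = 0.265). DESeq2 called 7 genes in males and 78 for the interaction. Without mouse 1 of the WT Res females, the interaction gave 241 genes in edgeR, the only one of 12 fits without 1 mouse with any call.
Over all 12380 genes tested in each sex, the KO effect was larger in females for 69.2%, and it had the same direction in both sexes for 47.2%. Of 1008 genes with an unadjusted p-value under 0.05 in the fit of both sexes, 904 (89.7%) had the larger effect in females. In this set a common direction is favoured by the selection, and 92.0% had one. The median size of the log2 fold change over 13178 genes was 0.23 in females and 0.12 in males. A ratio this far from 1 occurred in 4 of 100 regroupings of the mice within each sex (permutation test, p = 0.040, two-sided). Without mouse 6 of the KO Res males the median size in males was 0.18, and the log2 ratio of the medians went from 0.93 to 0.36.
The genes of Figure 4C show the contrast, although the study picked them in females. *Cidec* had a log2 fold change of 0.47 (standard error 0.43) in males, and its interaction had an unadjusted p-value of 0.0503. *Ogt* had a log2 fold change of -0.12 (standard error 0.17) in males and an interaction of -1.28 (standard error 0.29, unadjusted p = 0.000722). None of the 14 genes tested in males had an unadjusted p-value under 0.05. The male libraries include that of mouse 5, labelled KO, in which female-specific transcripts were present at a median of 0.285 of the female level.

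**Figure D4:**
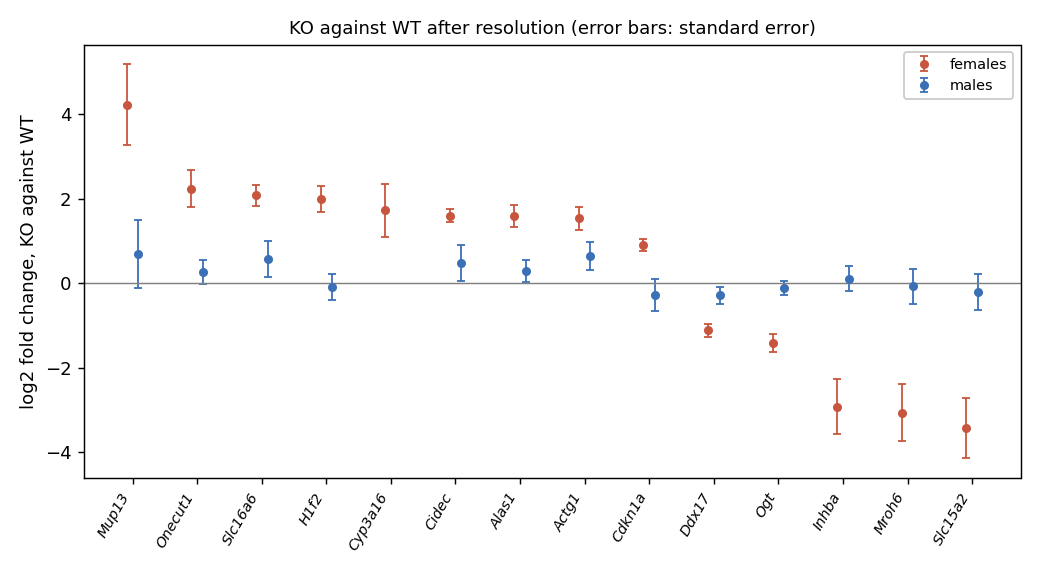
Log2 fold change of KO against WT after resolution for the genes of Figure 4C that could be tested in females, in females and in males. *Cyp3a16* could not be tested in males and has no point there. Points are fitted values and error bars are standard errors (n = 3 mice per group). The values for *Ogt* are -1.42 in females and -0.12 in males.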

Many genes that were differentially regulated in the KO mice had greater changes in females than in males (Figure 4E, F, Supplemental Figure S7, http://links.lww.com/HEP/I102). 

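Genes that passed the threshold and changed over 2-fold, the kind of list shown in Figure 4E, were counted in each sex. In edgeR's quasi-likelihood test 0 genes did so in either sex. With DESeq2, 87 genes were higher in KO in females only, 3 in males only and 0 in both sexes, and 171 were lower in females only and 0 in males. With an unadjusted p-value under 0.05 and over 2-fold in edgeR, 147 genes were higher in females only, 28 in males only and 2 in both sexes, and 322 were lower in females only, 9 in males only and 0 in both. Without WT Res female mouse 1, edgeR's adjusted list held 148 higher and 271 lower genes in females and 0 in males. Passing in one sex only does not show a difference between the sexes, which the interaction term tests.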

Unlike in our prior ALD development studies,^24,25^ we did not observe many genes that were affected by KO in males only. This suggests that the KDM5B roles in ALD development and resolution are different. 

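On the WDA diet, which is the stage of ALD development, the KO was compared with WT in the same way. No gene had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test in females (12397 genes) or in males (12419 genes). At an unadjusted p-value under 0.05 there were 385 genes in females and 958 in males, where chance gives 620 and 621. Of 10 splits of the male libraries, 2, the real one included, gave at least 958. DESeq2 called 8 genes in females and 17 in males. The difference of the KO effect between the stages was tested as an interaction over 13353 genes. It gave 0 genes at an adjusted p-value under 0.05 and 318 at an unadjusted one, and DESeq2 also called 0. The paper's Figure S3 describes AAV at the start of alcohol feeding, and its Figure 2 describes AAV on the day after feeding ended. If these libraries follow that, the stages also differ in the timing and duration of *Kdm5b* loss. On simulated counts the interaction was called for 105 of 198 genes at a log2 fold change of 1 and for 168 of 199 at 2. No simulated mouse differed over many genes, so recovery in the real libraries may be lower. Across genes, the KO effects of the stages had a Spearman's rho of 0.331 in females and 0.137 in males. Genes are not independent replicates, and regrouping the mice gave permutation p-values of 0.44 and 0.79 (0.85 for each after Benjamini-Hochberg adjustment over 4 such relations). From the absence of many genes affected in males only, unlike in its earlier studies of ALD development, the paper proposes that the roles of KDM5B in development and resolution differ.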

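With males and females combined and sex as a covariate, KO was compared with WT after resolution over 12872 genes. No gene had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (smallest 0.614), and 1037 had an unadjusted p-value under 0.05, 402 higher and 635 lower in KO. DESeq2 called 6 genes, all higher in KO, and a spread shared by all groups gave 26. The upstream regulator tool and its knowledge base were not used here, so its scores are not recomputed.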

To define the resolution-specific targets of KDM5B in males and females combined, we used the IPA upstream regulator analysis tool (Figure 4G). Transcriptional regulators that were predicted as targets of KDM5B included multiple nuclear receptors, such as LXRα, transcription factors, and cytokines, that are known to regulate fibrosis development in the liver. Using gene set enrichment analysis, we found that genes positively regulated by LXR (top 100 genes upregulated in WT livers compared to livers of LXRα/β KO mice, GSE191030) were enriched among genes upregulated in *Kdm5b* KO mice (Figure 4G), suggesting that LXR is one of the targets of KDM5B in the liver.

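The gene set of 100 genes from LXRα/β KO livers was not used here. In its place, a list of 16 general LXR targets, written before the data were examined, was tested in males and females combined after resolution. Its mean log2 fold change in KO was 0.18, with a p-value of 0.13 in an exact permutation test over 400 regroupings of the mice within each sex (two-sided). By sex it was 0.36 in females (exact permutation p = 0.10, the smallest that 3 mice against 3 allow) and 0.00 in males (exact permutation p = 0.90). The difference between the sexes had a permutation p-value of 0.115 (0.425 after Benjamini-Hochberg adjustment over 46 list and stage pairs). In females 15 of 16 genes were higher in KO, 3 of them at an unadjusted p-value under 0.05 and 0 after adjustment over the list alone. Camera gave a p-value of 0.00169 and fry 0.0704 for the combined sexes. Without scaling factors, a setting chosen after seeing the data, the mean was 0.10 (exact permutation p = 0.39).
The transcripts of the receptors themselves changed little. *Nr1h3* (LXRα; 22259, chromosome 2 from 91184061 to 91202829) had a log2 fold change of 0.11 (standard error 0.10) and *Nr1h2* (LXRβ; 22260, chromosome 7 from 44549616 to 44553968) of 0.04 (standard error 0.09) in KO over both sexes. From the enrichment among genes upregulated in KO, the paper proposes that LXR is one of the targets of KDM5B in the liver.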

**FIGURE 4:**
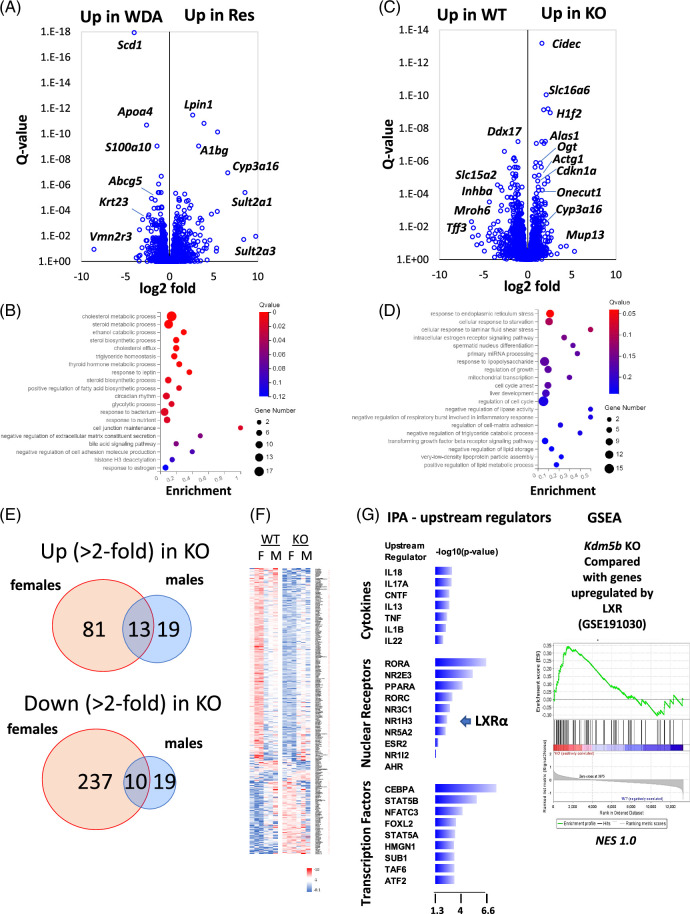
*Kdm5b* knockout promotes gene expression changes that affect multiple nuclear receptors signaling. (A) Volcano plot of differentially regulated genes in wild-type female mice fed WDA diet and WDA mice after 4 weeks of resolution (Res). N=3 mice per group. (B) Pathway enrichment in top differentially regulated genes during ALD resolution. (C) Volcano plot of differentially regulated genes in WT and *Kdm5b* KO(CMV-cre) female mice after 4 weeks of resolution. N = 3 mice per group. (D) Pathway enrichment in top differentially expressed genes in WT and KO mice. (E–F) Differentially regulated genes in WT and *Kdm5b* KO (CMV-cre) male and female mice after 4 weeks of resolution. N = 3 mice per group. (G) Ingenuity pathway analysis of upstream regulators in *Kdm5b* KO male and female mice (combined). Gene set enrichment analysis of gene expression changes in *Kdm5b* knockout male and female mice (combined) compared with gene set of the top 100 genes upregulated in WT mice livers compared to LXRα/β knockout mice livers. Abbreviations: ALD, alcohol-associated liver disease; KDM, lysine demethylase; KO knockout; LXRα, liver X receptor alpha; WD, Western diet; WDA, Western diet with alcohol; WT, wild-type.

### Epigenetic changes in liver cells during ALD resolution

To narrow down the list of potential regulators of ALD resolution, we explored epigenetic changes in the liver using single-cell ATAC sequencing analysis of livers from mice fed either WD, WDA, or WDA followed by 4 weeks of resolution. We identified 7 major cell types separated into 18 main clusters (Figure 5A, B). Among 6 hepatocyte clusters, Hep1 and Hep2 had cells from all three conditions. Hep3 was unique for WD cells, Hep5 for WDA, and Hep6 had cells only from WDA-resolution liver (Figure 5C, D). Differentially accessible regions overlapped greatly between the WD and WDA-resolution states (Figure 5D, right), while the WDA state differed greatly from both. We observed that hepatocytes in the WD and resolution conditions were separated based on liver zonation (Figure 5D, E); in zone 1 (Hep1 and Hep2) and in zone 3 (Hep4), resolution and control hepatocytes clustered together (Figure 5C, D), in zone 2 they formed distinct clusters (Hep3 and Hep6). Trajectory analysis using Monocle3^31^ confirmed that the unique resolution hepatocyte cluster (Hep 6) likely originates from zone 2 hepatocytes (Figure 5F). These data correlate with the observation of active collagen degradation in zone 2 in *Kdm5b* KO mice (Figure 5F, right), suggesting that hepatocyte-NPC crosstalk in zone 2 might regulate fibrosis resolution.

**FIGURE 5:**
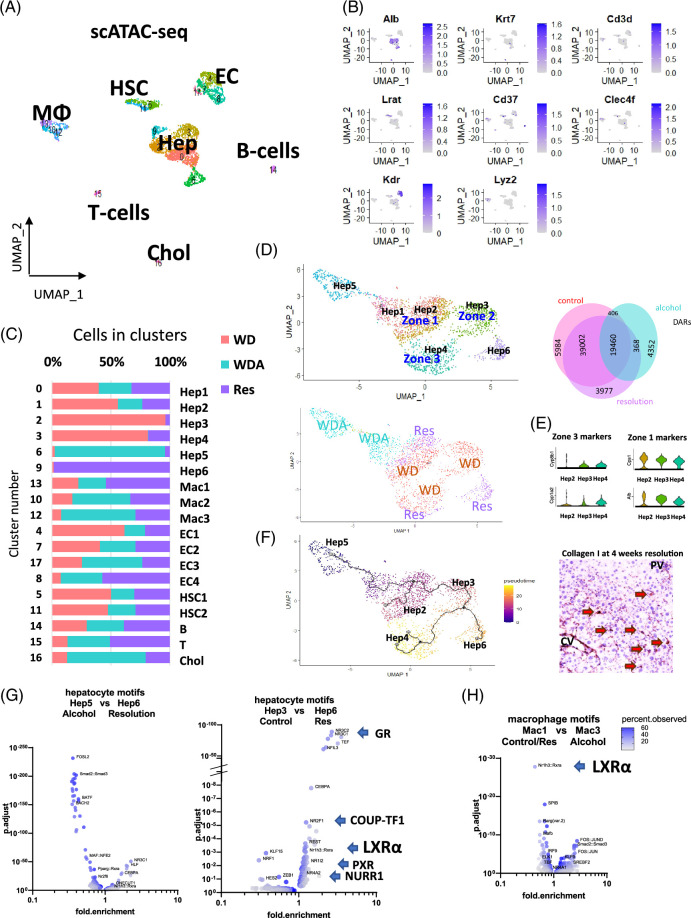
Epigenetic changes in liver cells during ALD resolution. Single-cell ATAC-seq analysis of liver cells from mice fed WD for 16 weeks (N = 1), WD with alcohol in the drinking water for 16 weeks (N=2, WDA), and 16 weeks of WDA followed by 4 weeks of resolution (Res, N=1). (A) UMAP clustering of liver cells. (B) Key cell type markers are used for cluster identification. (C) Relative abundance of cells from 3 conditions across clusters. (D) Hepatocytes re-clustered. Cells in hepatocyte clusters are colored according to their cluster (top panel) or the experimental conditions (bottom panel). A Venn diagram representing unique differentially accessible regions in the 3 conditions is shown on the right. (E) Zonation marker expression in clusters present in control (WD) condition. (F) Monocle3 trajectory analysis using WDA as a starting point. Zone 2 resolution cluster presents a separate branch of the trajectory. Right. Collagen I staining at 4 weeks of resolution in *Kdm5b* KO mice showing zone 2 collagen fragments indicated by arrows. (G–H) Motif enrichment analysis. Abbreviations: ALD, alcohol-associated liver disease; KDM, lysine demethylase; KO knockout; WD, Western diet; WDA, Western diet with alcohol.

Next, we performed the analysis of motifs enriched in differentially accessible regions from different clusters (Figure 5G). We found that in hepatocytes from the WDA mice compared to WDA-resolution mice, one of the most enriched was the SMAD2/3 motif, which agrees with published data.^33^ In WDA-resolution hepatocytes, we found enrichment for several motifs, including LXRα (Figure 5G). In addition, the analysis predicted activation of the REST complex that includes H3K4 demethylases such as LSD-1 and KDM5 demethylases.^22^

We next compared differentially accessible regions in macrophage clusters Mac1 and Mac3. Mac1 was preferentially present in control and resolution conditions, and Mac3 in an alcohol-induced state (Figure 5C, H). Motif analysis identified LXRα as a top differentially activated regulator of Mac1 compared to Mac3 macrophages, suggesting that LXRα activity may play a role in multiple cell types during resolution.

### *Kdm5b* KO promotes LXR activation in liver cells

To assess the role of LXR during ALD development and resolution, we analyzed LXRα/β chromatin binding in the liver to a set of known target gene promoters (Figure 6A). We found that LXR binding to a subset of target genes, mostly involved in cholesterol efflux, was significantly reduced by alcohol. In contrast, binding to these genes was greatly enhanced during resolution (Figure 6A). This increase correlated with increased protein levels of LXRα/β (Figure 6B, Supplemental Figure S8A, http://links.lww.com/HEP/I103). In alcohol-fed mice, LXR was primarily expressed in F4/80 positive macrophages forming crownlike structures (Figure 6B, Supplemental Figure S8B, http://links.lww.com/HEP/I103). During resolution, LXR expression was elevated in both hepatocytes and macrophages throughout the liver parenchyma (Figure 6B, Supplemental Figure S8B, http://links.lww.com/HEP/I103). We found that *Kdm5b* KO during resolution further promoted LXR promoter binding to some of its targets (Figure 6C). Figure 6D shows RNA-sequencing data comparing KO to WT gene expression fold changes for both the WDA and resolution conditions. These data confirmed that expression of multiple LXR target genes is increased in KO mice specifically during the resolution phase (Figure 6D, Res). 

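The 19 genes of Figure 6D were compared between KO and WT mice. After resolution, with males and females combined, 14 were higher and 5 lower in KO, with a median log2 fold change of 0.09. The mean over the list was 0.11 (p = 0.225, exact permutation test over 400 regroupings within each sex, two-sided). In females 16 were higher and 3 lower, with a median of 0.23, 2 genes at an unadjusted p-value under 0.05, and 0 both over all genes and adjusted over the list alone. The mean in females was 0.24 (exact permutation p = 0.20) and in males -0.02 (exact permutation p = 0.70). In males 13 genes were higher and 6 lower, with a median of 0.02, so the direction differs from the combined value for the mean alone. The difference between the sexes had a permutation p-value of 0.115. Leaving out WT Res female mouse 12 lowered the combined mean to 0.07 and leaving out mouse 1 raised it to 0.16. Camera gave a p-value of 0.0304, which fry did not hold (0.243). With library totals in place of TMM scaling, chosen after seeing the data, the combined mean was 0.02 (exact permutation p = 0.875).
The genes with the clearest change in females were *Apoc3* and *Apoa5*. *Apoc3* (11814, chromosome 9 from 46233050 to 46235636) was 1260 ± 48.7 CPM (SD, n = 3) in KO and 855 ± 151 CPM in WT mice, a log2 fold change of 0.52 (standard error 0.16, adjusted p = 0.156 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 called it, with an adjusted p-value of 0.0212, and the range over the other scalings, filters, tests and spreads was 0.0212 to 0.221. Without 1 mouse it ran from 0.0517 (without WT mouse 1) to 0.393 (without KO mouse 2) in edgeR's test. *Apoa5* (66113, chromosome 9 from 46268608 to 46271921) was 2415 ± 381 CPM in KO and 1542 ± 559 CPM in WT mice, a log2 fold change of 0.61 (standard error 0.25, adjusted p = 0.247 in the same test). Without WT mouse 1 it was 0.93, with an adjusted p-value of 0.0437 in the same test, and the other 5 fits without 1 mouse gave adjusted p-values of 0.362 to 0.540. *Apoa4* had the largest value of the list in females, 0.73 (standard error 0.36), which became 0.15 without KO mouse 2. *Abca1* was 217 ± 14.3 CPM in KO and 173 ± 32.4 CPM in WT mice, a log2 fold change of 0.28 (standard error 0.16). In males *Apoc3* and *Apoa5* had log2 fold changes of -0.07 and 0.01. From Figure 6D the paper concludes that expression of multiple LXR targets is increased in KO mice during resolution.

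**Figure D5:**
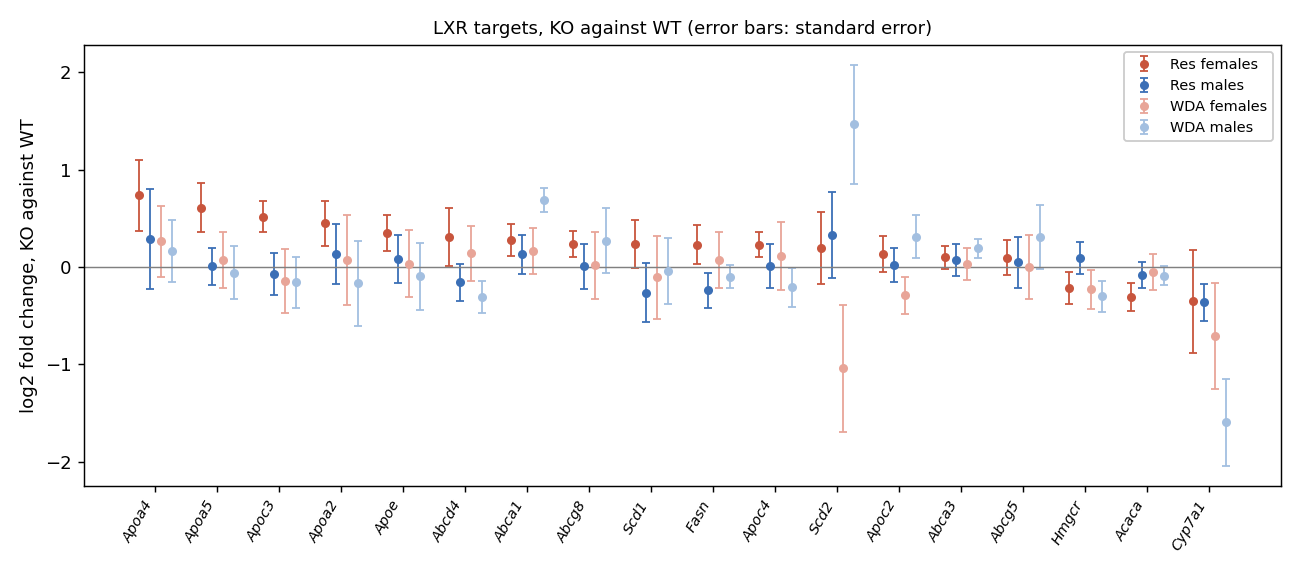
Log2 fold change of KO against WT for LXR targets of Figure 6D, after resolution (Res) and on the WDA diet, in females and in males. Points are fitted values and error bars are standard errors (n = 3 mice per group). The highest value shown in Res females is 0.73, for *Apoa4*.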

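On the WDA diet, the same 19 LXR targets had a mean log2 fold change in KO of -0.03 over both sexes (p = 0.76, exact permutation test over 400 regroupings within each sex). In WDA females 11 were higher and 8 lower (median 0.02), and in WDA males 8 were higher and 11 lower (median -0.06). The sign of the mean rested on single mice, from -0.11 without WT WDA female mouse 7 to 0.03 without WT WDA female mouse 5. The difference of the KO effect between resolution and the WDA diet, the quantity behind a comparison of the stages, was 0.15 (p = 0.263, permutation test with 100000 resamples). It was 0.22 (p = 0.0391, permutation test) without WT WDA female mouse 7 and 0.08 (p = 0.542, permutation test) without WT WDA female mouse 5. Camera gave 0.0460 and fry 0.375 for the same difference. The time at which the AAV was given may also differ between the stages. By gene, *Cyp7a1* (13122, chromosome 4 from 6265612 to 6275632) had a log2 fold change in KO of -0.71 (standard error 0.54) in WDA females and -1.59 (standard error 0.45) in WDA males. *Abca1* (11303) had 0.17 (standard error 0.24) in WDA females and 0.69 (standard error 0.12) in WDA males.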

The increase was less pronounced in KO mice during the ALD development stage (Figure 6D, WDA).

**FIGURE 6:**
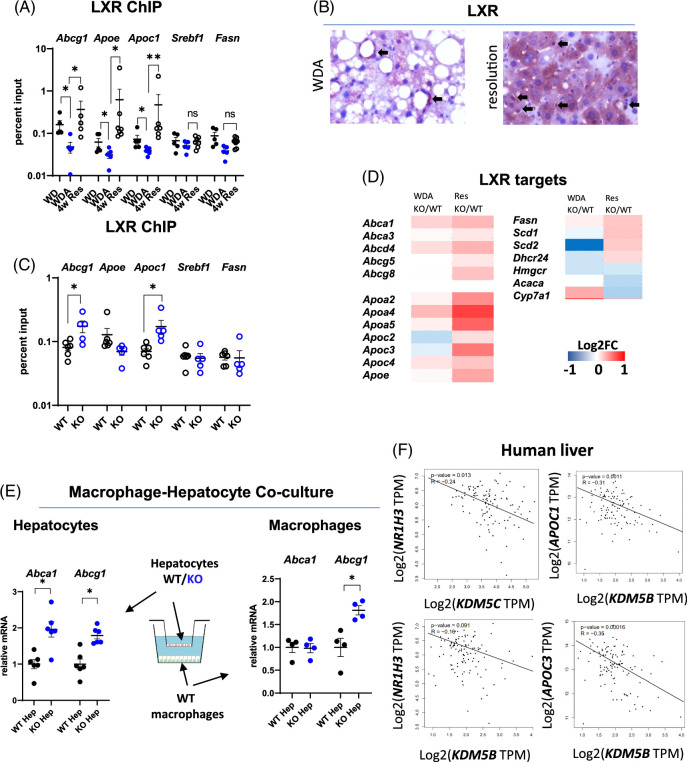
*Kdm5b* knockout promotes LXR activation in liver cells. (A) Chromatin immunoprecipitation assay using whole liver extracts from mice fed WD, WDA, or mice at 4 weeks of resolution. Data presented as percent input. N ≥ 4 per group. *p < 0.05, **p < 0.01. (B) LXRα/β protein staining in mice fed WDA diet or mice at 4 weeks of resolution. (C) Chromatin immunoprecipitation assay using whole liver extracts from WT or *Kdm5b* KO (CMV-cre) mice at 4 weeks of resolution. Data presented as percent input. N ≥ 4 per group. *p < 0.05, **p < 0.01. (D) Gene expression in *Kdm5b* KO (CMV-cre) mice relative to expression in WT mice fed either WDA or at 4 weeks of Res. (E) WT or *Kdm5b* KO hepatocytes were cocultured with WT liver macrophages in a trans-well coculture system. Relative mRNA in hepatocytes (left) and macrophages (right), N ≥ 4 per group. *p < 0.05. (F) Correlation between *KDM5B* or *KDM5C* and *NR1H3, APOC1*, *and APOC3* gene expression in human liver specimens from GTEx database. Abbreviations: KDM, lysine demethylase; LXRα, liver X receptor alpha; Res, resolution; WD, Western diet; WDA, Western diet with alcohol; WT, wild-type.

We next tested if KDM5B regulated LXR target gene expression *in vitro*. We found that in mouse primary hepatocytes *Kdm5b* KO resulted in upregulation of LXR target genes, *Abca1* and *Abcg1*. In addition, when these hepatocytes were cocultured in a trans-well system with liver macrophages, the macrophage-specific LXR target gene (*Abcg1*) expression was increased in macrophages as well (Figure 6E), while gene expression of *Abca1*, not usually regulated by LXR in macrophages was unchanged. Finally, we assessed if this regulation is present in humans. We found that there was a significant negative correlation between *KDM5B* or *KDM5C* gene expression and LXRα (*NR1H3*) and its target genes *APOC1* and *APOC3* (Figure 6F).

### LXR promotes a pro-resolving phenotype in liver macrophages

To evaluate the role of intrinsic macrophage LXR in macrophage pro-resolving and pro-fibrotic functions, we inhibited LXR activity using an LXR inhibitor (GSK2033) or activated LXR by adding oxysterols, 25-HOC or 27-HOC (Figure 7). LXR inhibitor treatment reduced *Cd163* expression, one of the top LXRα targets in liver macrophages.^34^ The inhibitor also induced pro-fibrotic gene expression (*Tgfb1* and *Timp1*) while reducing pro-resolving genes such as MMP genes (Figure 7A). In contrast, treatment with oxysterols induced the LXR target *Abcg1*, slightly reduced *Timp1* (Figure 7C) and increased MMP gene expression (Figure 7D). Overall, LXR activity positively correlated with a pro-resolving phenotype of macrophages. Consistent with our findings that KO hepatocytes promoted LXR activity in macrophages (Figure 6E), we observed that coculture of macrophages with KO hepatocytes reduced *Tgfb1* and *Timp1* and increased MMP gene expression (Figure 7E).

**FIGURE 7:**
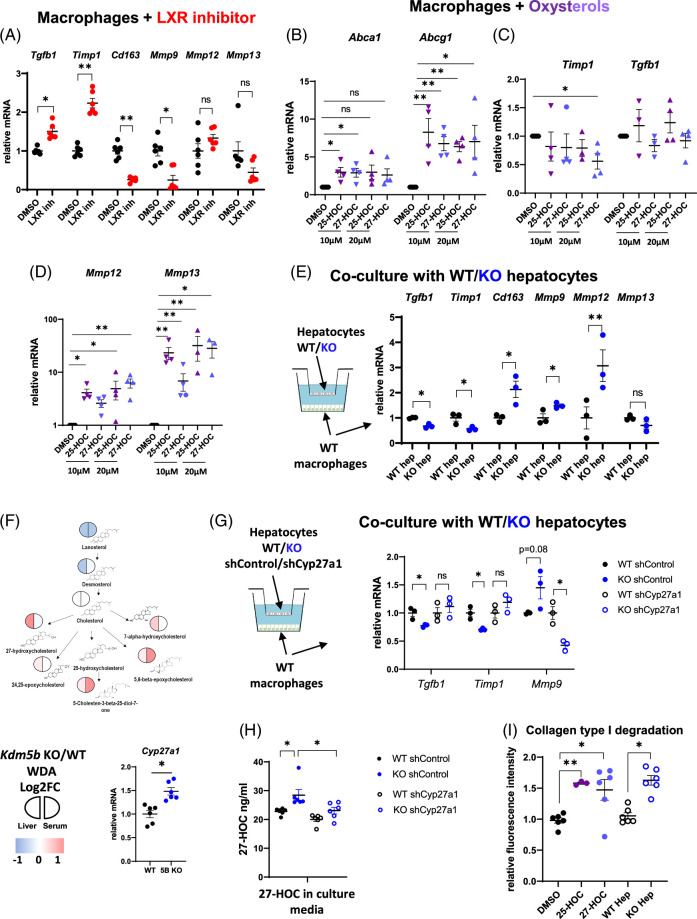
LXR promotes pro-resolving phenotype in liver macrophages. (A) Liver macrophages were treated with 1 µM of LXR inhibitor GSK2033 or DMSO control. Relative mRNA in macrophages, N ≥ 4 per group. *p < 0.05, **p < 0.01. (B–D) Liver macrophages were treated with 10 µM or 20 µM of 25-HOC or 27-HOC. Relative mRNA in macrophages, N ≥ 4 per group. *p < 0.05, **p < 0.01. (E) WT or *Kdm5b* KO hepatocytes were cocultured with WT liver macrophages in a trans-well coculture system. Relative mRNA in macrophages, N = 3 per group. *p < 0.05. (F) WT or *Kdm5b* KO mice were analyzed for metabolite concentrations in the liver and serum. Metabolite abundance relative to cholesterol. N = 3 per group. Right. *Cyp27a1* gene expression WT or *Kdm5b* KO hepatocytes 24 hours after induction of KO. (G–H) WT or *Kdm5b* KO hepatocytes were treated with shRNA specific to *Cyp27a1* or control shRNA and cocultured with WT liver macrophages in a trans-well coculture system. (G) Relative mRNA in macrophages, N = 3 per group. *p < 0.05. (H) 27-HOC levels in the culture media. N = 6 per group. *p < 0.05. (I) Relative collagen degradation activity in liver macrophages treated with 10 µM of 25-HOC or 27-HOC or conditioned media from WT or *Kdm5b* KO macrophages. Bottom, examples of DQ-Collagen-I signal in treated macrophage after 2 hours. Abbreviations: 25-HOC, 25-hydroxycholesterol; 27-HOC, 27-hydroxycholesterol; KDM, lysine demethylase; KO, knockout; WT, wild-type.

We hypothesized that LXR activation was mediated by increased levels of endogenous ligands of LXR produced by *Kdm5b* KO hepatocytes. Using metabolomic analysis, we confirmed that levels of several oxysterols were increased in the livers and serum of *Kdm5b* KO mice, while levels of desmosterol, another LXR agonist,^35^ were decreased (Figure 7F). These changes correlated with about a 2-fold increased expression of enzymes such as *Cyp27a1* and *Cyp3a16* as well as other *Cyp3a* family genes (Figure 4C), while enzymes involved in desmosterol level regulation, such as DHCR24, were not changed. 

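In KO females after resolution, *Cyp27a1* (104086, chromosome 1 of GRCm38.p6 from 74713148 to 74737897) was 459 ± 23.2 CPM (SD, n = 3), against 350 ± 120 CPM in WT mice. Its log2 fold change was 0.35 (standard error 0.22, adjusted p = 0.401 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a 1.28-fold increase, and WT mouse 1 had 485 CPM, more than any KO mouse. Without that mouse the log2 fold change was 0.65 (adjusted p = 0.0547 in the same test), and without WT mouse 13 it was 0.18. In males it was -0.19 (standard error 0.17), and the interaction with sex had an unadjusted p-value of 0.0761. *Cyp3a16* (13114, chromosome 5 from 145436309 to 145469740) was 41.6 ± 7.21 CPM in KO and 12.3 ± 12.0 CPM in WT females, with every KO mouse above every WT mouse (exact permutation p = 0.10, the smallest possible). This is a log2 fold change of 1.72 (standard error 0.63, adjusted p = 0.201 in edgeR's quasi-likelihood test), which ran from 1.25 without WT mouse 13 to 2.91 without WT mouse 12. The 9 *Cyp3a* genes tested had a median log2 fold change of 0.38, with 5 higher and 4 lower in KO and 1 at an unadjusted p-value under 0.05. Reads could be split among these near-identical genes, so their single values are uncertain. *Cyp3a11* had a log2 fold change of -0.47 (standard error 0.28). In WDA females all 9 were higher in KO than in WT mice, with a median of 0.98.

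**Figure D6:**
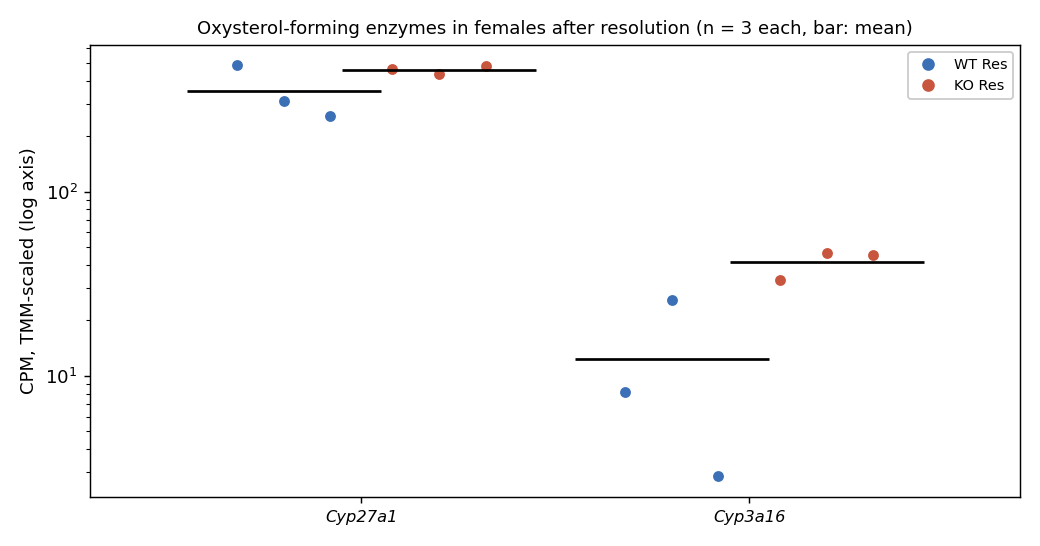
CPM (log axis) of *Cyp27a1* and *Cyp3a16* in WT and KO females after resolution. Points are mice (n = 3 per group) and bars are means. The *Cyp3a16* values are 2.84 to 25.8 CPM in WT and 33.3 to 46.1 CPM in KO mice.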

We confirmed that *Kdm5b* KO in primary hepatocytes induces *Cyp27a1* expression (Figure 7F). These data correlated with reduced KDM5B binding to *Cyp27a1* promoter and increased H3K4me3 methylation at *Cyp27a1, Cyp3a16*, and *Cyp3a59* promoters in livers of mice deficient in *Kdm5b* (Supplemental Figure S9A, B, http://links.lww.com/HEP/I104) suggesting that they are direct targets of KDM5B.

Next, we studied the effect of *Cyp27a1* knockdown in hepatocytes on cell-cell crosstalk. We found that *Cyp27a1* knockdown abolished pro-resolving changes induced by *Kdm5b* KO in the macrophage-hepatocyte coculture system (Figure 7G). This correlated with reduced 27-HOC levels in the culture media (Figure 7H), suggesting that CYP27A1-mediated oxysterol production contributes to hepatocyte-NPC crosstalk.

We further tested whether pro-resolving gene expression changes correlated with increased collagen type I degradation using an *in vitro* collagen degradation assay. We observed that macrophages treated with oxysterols or exposed to KO hepatocyte-conditioned media had an increased ability to degrade type I collagen (Figure 7I), suggesting that *Kdm5b* KO in hepatocytes produces functionally important fibrosis resolution changes in macrophages.

### *Kdm5b* or *Kdm5c* KO in hepatocytes promotes fibrosis resolution through LXR activation

To assess the interaction between LXR and KDM5 demethylases in fibrosis resolution, we treated WT and *Kdm5b* or *Kdm5c* KO mice with the LXR inhibitor during the resolution phase (Figure 8A). We found that LXR inhibition prevented fibrosis resolution in KO mice (Figure 8B), while it had no effect on the lack of resolution in WT controls (Figure 8C, D). LXR inhibition reduced *Mmp9* and increased *Timp1* gene expression in *Kdm5b* KO mice, while it promoted *Col1a1* and *Timp1* in *Kdm5c* KO mice, suggesting that some of the fibrosis resolution mechanisms are specific for either *Kdm5b* or *Kdm5c*. In both cases, LXR inhibition reduced the expression of LXR target genes in the liver (Figure 8E).

**FIGURE 8:**
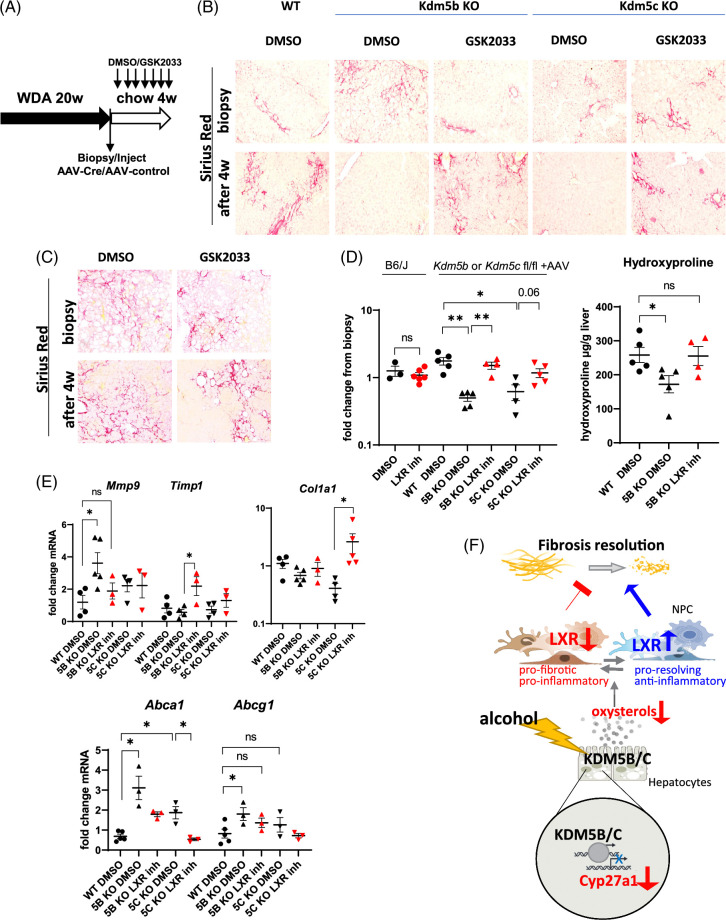
LXR activation is necessary for fibrosis resolution in *Kdm5b* or *Kdm5c* knockout mice. (A) 7–8-week-old B6/J, *Kdm5b* fl/fl or *Kdm5c* fl/fl mice were fed ad libitum WD and alcohol in the drinking water for 20 weeks, then liver biopsy was collected, and mice were placed on a chow diet. One day later, floxed mice received 10^11^ gc/mouse of AAV-CMV-Cre or AAV-CMV-control. Next, all mice were treated with 10 mg/kg of GSK2033 LXR inhibitor or DMSO control twice weekly for 4 weeks. (B–C) Corresponding biopsy and final liver sections were placed on the same slide and stained using Sirius red staining. Representative images from corresponding biopsy (before) and livers after 4 weeks of resolution (after). (D) Fold change in Sirius red area from the corresponding biopsy. Right. Hydroxyproline levels in the livers. N ≥ 3 per group. *p < 0.05, **p < 0.01. (E) Relative mRNA expression (fold change from the biopsy) in WT and KO mice at 4 weeks of resolution. N ≥3 per group. *p<0.05. (F) Model of KDM5-mediated cell-cell crosstalk in the liver during fibrosis resolution. Abbreviations: AAV, adeno-associated virus; KDM, lysine demethylase; KO, knockout; WD, Western diet; WT, wild-type.

Taken together, these data suggest that KDM5B and KDM5C prevent fibrosis resolution after alcohol cessation in part through LXR inhibition and that LXR activity is necessary for efficient fibrosis resolution in KDM5 KO mice.

## DISCUSSION

Our data indicate that in ALD, fibrosis resolution on alcohol cessation is extremely slow, and this is different from the situation in other liver fibrosis models induced by chronic liver injury. Multiple studies of fibrosis resolution using the CCl_4_-fibrosis model have demonstrated a reduction in fibrosis area by 40%–60% after 4 weeks of resolution.^15,36^ We observed similar results using a TAA-fibrosis model (Figure 3). In ALD, however, even though collagen production is drastically reduced, there is no reduction in liver fibrosis for up to 8 weeks, suggesting that there is a defect in collagen degradation. One possible explanation is that alcohol induces changes in the liver that persist after alcohol cessation, for example, epigenetic changes, as evidenced by our ATAC-seq data, which prevent collagen degradation normally occurring during disease resolution. In this work, we identified the H3K4-specific demethylases KDM5B and KDM5C as mediators of alcohol-induced epigenetic changes that prevent collagen degradation and fibrosis resolution after alcohol exposure.

MMP-dependent collagen degradation is an important step in scar tissue degradation and fibrosis resolution. Several MMPs have been implicated in fibrosis resolution in the liver, including MMP2, MMP9, MMP13, and others.^15–18,37^ Interestingly, MMPs were also associated with fibrosis development in chronic injury models in mice^38^ and in humans with chronic liver disease.^16^ In our study, we observed that after alcohol cessation, MMP activity and MMP/TIMP ratio positively correlated with fibrosis resolution.

We found that the MMP/TIMP ratio was enhanced, and collagen production was decreased in mice lacking KDM5B and KDM5C in hepatocytes. These data suggest that hepatocytes are important players in fibrosis resolution. The role of hepatocytes in fibrosis resolution and development is not well studied. Many studies have focused on hepatocyte death as a trigger of fibrogenesis, and only a few studies have examined the hepatocyte-NPC communication pathways that contribute to pro-fibrotic versus pro-resolving phenotypes of other cells in the liver. Researchers have identified a number of hepatocyte-produced chemokines such as CCL-2 and CCL-5,^39^ HMGB-1,^40^ hepatocyte-derived Evs,^41^ and other factors that control ALD progression. However, the role of hepatocyte-produced factors in ALD fibrosis resolution is not clear. A recent study has reported the role of bile acids in post-injury fibrosis resolution in the liver.^36^ In our study, we found that hepatocyte-produced oxysterols intermediates in bile acid metabolism and mediate fibrosis resolution. Oxysterols are intermediates in the synthesis of bile acids, steroid hormones, vitamin D3, and other molecules. Their levels vary greatly in disease states.^42–44^ Oxysterols serve as agonists for the transcription factors LXRα and LXRβ in HSCs, LSECs, and liver macrophages,^42,43,45^ thus preventing excessive inflammation and HSC activation. Our data suggest that KDM5 demethylases regulate enzymes involved in oxysterol biosynthesis in the liver, such as *Cyp27a1* and the *Cyp3a* family, thus modulating LXR activation in liver cells.

LXRα and LXRβ are nuclear receptors that promote cholesterol efflux, gluconeogenesis, and lipogenesis. However, they are also known for their role in inflammation and liver fibrosis. Increased LXRα expression has been detected in quiescent HSCs,^46^ and it is a key transcription factor in Kupffer cells.^47^ LXR KO animals have been shown to develop higher levels of fibrosis.^48^ Some of the functions of LXR in liver fibrosis can be attributed to its role in the induction of cholesterol efflux genes since the accumulation of cholesterol in stellate cells and Kupffer cells aggravates liver fibrosis in mice.^44,49,50^ We found that at 4 weeks after alcohol cessation, *Kdm5b* KO mice had increased binding of LXR to promoters of its cholesterol efflux target genes *Abcg1* and *Apoc1*, but not *Srebf1* and *Fasn*. In coculture experiments, we found that *Kdm5b* KO hepatocytes promoted LXR target gene expression in hepatocytes and in macrophages, suggesting that hepatocyte KDM5 can modulate macrophage LXR activation. Using the LXR inhibitor GSK2033, we found that LXR activation generated a pro-resolving gene expression pattern in macrophages *in vitro* (by increasing the MMP/TIMP ratio)*; in vivo* experiments confirmed that LXR activity was necessary for fibrosis resolution in *Kdm5b* and *Kdm5c* deficient mice. Taken together, our data suggest that hepatocyte KDM5 regulates fibrosis resolution through a CYP27A/CYP3A-oxysterol-LXR-TIMP/MMP axis (Figure 8F). Selective KDM5 inhibitors or LXR activators could be a new promising therapy to promote fibrosis resolution after alcohol cessation in patients with ALD.

## Supplementary Material

# Supplementary material for: Alcohol-induced epigenetic changes prevent fibrosis resolution after alcohol cessation in miceresolution
**Source:** Hepatology. 2023 Nov 9;80(1):119–35. doi: 10.1097/HEP.0000000000000675
**Supplement:** Supplementary file 1

**Supplemental Materials and methods**

**Biopsy**

Small liver biopsies were collected as previously described (1). Mice were anesthetized with isoflurane; a small incision was made on the upper right side of the abdomen and the liver exposed. One lobe of the liver was carefully lifted, and a small piece of liver (3-5 mm) was excised with scissors. The tissue was immediately placed in zinc-formalin and RNA-later for further processing. The gap in the liver was closed with an absorbable hemostatic gelatin sponge (Vetspon #96002). The incision was closed with 5-0 absorbable surgical suture (Redilene Redisorb Fast Pro #VF493-M) and 7mm wound-clips (Reflex 7 #203-1000). Mice were then injected with 1ml saline (SC) and 1.0 mg/kg SR Buprenorphine (SC). Mice were placed on a heating pad and monitored until fully awake from anesthesia; thereafter mice were monitored daily for the next seven days. The wound-clips were removed on day 8 after surgery.

**ChIP**

Chromatin immunoprecipitation was performed as described previously (2, 3). Liver cells (1 × 10^7^) were cross-linked by the addition of 1% formaldehyde for 10 minutes. Cells were subsequently lysed with 10mM Tris-HCl (pH 8.0), 10 mM NaCl, 3 mM MgCl_2_, 0.5% NP-40. Nuclei were collected by centrifugation, resuspended in [1% SDS, 5 mmol/L EDTA, 50 mmol/L Tris-HCl (pH 8.0)] and sonicated to generate chromatin to an average length of ~100 to 500 bp. Samples in 1% Triton X-100, 2 mM EDTA, 20 mM Tris–HCl of pH 8.1, 150 mM NaCl, were subsequently immunoprecipitated overnight at 4°C with 4 μg ChIP-grade antibody. 20 µl of magnetic beads (Dynabeads M-280, Invitrogen) were used to purify immunocomplexes. Following purification, cross-links were reverted by incubation at 65°C for 6 h. Samples were purified with the Qiagen DNA purification kit.

**Cell isolation**

Liver cells were isolated by a modification of the method described by Troutman et al (4). Mouse livers were digested by retrograde perfusion with liberase via the inferior vena cava. The dissociated cell mixture was placed into a 50 mL conical tube and centrifuged twice at 50 *g* for 2 min to pellet hepatocytes. The NPC-containing cell supernatant was further used to isolate macrophages. The cell suspension was pelleted by centrifugation (700 g, 10min, 4°C) and resuspended in PBS and OptiPrep (Sigma) to a final concentration of 17 %. Afterwards, 5ml of the indicated suspension was placed in a 15ml polystyrene conical centrifuge tube (BD Biosciences) and overlaid with 5ml of a 9% Optiprep solution followed by 2 ml PBS. After centrifugation at 1,400 g for 20min at 4°C with decreased acceleration and without breaks, the various cell-types were arranged according to their density. HSC were enriched in the upper cell layer whereas KC and LSEC were separated as a second layer of higher density. Cell fractions were collected separately by pipetting. The KC/LSEC fraction was pelleted, and macrophages were isolated with F4/80+MicroBeads (MiltenyiBiotec) according to the manufacturer’s instructions. Cells were applied onto LS magnetic-activated cell sorting (MACS) columns (MiltenyiBiotec), which were placed within the magnetic field of a MACS separator and washed 3 times with MACS buffer (MiltenyiBiotec). Cells were eluted and then seeded into culture dishes.

**Immunohistochemistry and immunofluorescence**

Liver tissue sections (5 μm thick) were prepared from formalin-fixed, paraffin-embedded samples. Immunostaining on formalin-fixed sections was performed by deparaffinization and rehydration followed by antigen retrieval by heating in a pressure cooker (121°C) for 5 minutes in 10 mM sodium citrate, pH 6.0 as described previously (5). Peroxidase activity was blocked by incubation in 3% hydrogen peroxide for 10 minutes. Sections were rinsed three times in PBS/PBS-T (0.1% Tween-20) and incubated in Dako Protein Block (Dako) at room temperature for 1 hour. After removal of blocking solution, slides were placed into a humidified chamber and incubated overnight with a primary antibody, diluted 1:300 in Dako Protein Block at 4°C. Antigen was detected using the SignalStain Boost IHC detection reagent (catalogue # 8114; Cell Signaling Technology, Beverly, MA), developed with diaminobenzidene (Dako, Carpinteria, CA), counterstained with hematoxylin (Sigma-Aldrich), and mounted.

For immunofluorescence after washing with PBST, coverslips were incubated with Alexa Flour -conjugated secondary antibody (1:300) in 0.1 µg/ml DAPI for 1 hour in the dark at room temperature. Coverslips were washed and mounted with FluorSave Reagent (Calbiochem. La Jolla, CA). Slides were analyzed in a Keyence BZ-X800 microscope (Keyence Corporation of America).

**Western Blotting**

Protein extracts (50 µg) were subjected to 10% SDS-polyacrylamide gel electrophoresis (SDS-PAGE), electrophoretically transferred to nitrocellulose membranes (Amersham Hybond ECL, GE Healthcare), and blocked in 3% BSA/PBS at RT for 1 hour. Primary antibodies were incubated overnight at manufacturer recommended concentrations. Immunoblots were detected with the ECL Plus Western Blotting Detection System (Amersham Biosciences, Piscataway, NJ) or using near-infrared fluorescence with the ODYSSEY Fc, Dual-Mode Imaging system (Li-COR).

**RT-PCR**

RNA was extracted from livers using the RNeasy Mini Kit (Qiagen). cDNA was generated using the RNA reverse transcription kit (Applied Biosystems, Cat.No 4368814). Quantitative real time RT-PCR was performed in a CFX96 Real time system (Bio-Rad) using specific sense and antisense primers combined with iQ SYBR Green Supermix (Bio-Rad) for 40 amplification cycles: 5 s at 95 °C, 10 s at 57 °C, 30 s at 72 °C. mRNA concentrations were calculated relative to *Actb*.

**Primers**

| RT-qPCR |  | ChIP |  |
| --- | --- | --- | --- |
| mActb fwd | ATGTCACGCACGATTTCCCT | mCyp27a1 F | CCGACCTCCAGGTAACCATC |
| mActb rvs | CGGGACCTGACAGACTACCT | mCyp27a1 R | GACAGTGGCGAGCTAAGTTCT |
| mTnf fwd | CTGAGACATAGGCACCGCC | mAbcg1 F | GCACACTAGCGCTAAGGGAA |
| mTnf rvs | CAGAAAGCATGATCCGCGAC | mAbcg1 R | AACCTCCCGAGGTAGCTTGA |
| mCol1a1 fwd | TGGCCAAGAAGACATCCCTG | mApoe F | TCCATCCCTGCGAAGTGGTA |
| mCol1a1 rvs | GGGTTTCCACGTCTCACCAT | mApoe R | CACAGTCCCCAAGTAACCCG |
| mMmp9 fwd | CCCTGGAACTCACACGACAT | mApoc1 F | CTCTGGGGCCAACTCGG |
| mMmp9 rvs | TCACACGCCAGAAGAATTTGC | mApoc1 R | CTCCTTTCAAGAAGCAAAAGGGT |
| mTimp1 fwd | GTAAGGCCTGTAGCTGTGCC | mFasn F | CGAAACCAATTGGACACCGAG |
| mTimp1 rvs | AGCCCTTATGACCAGGTCCG | mFasn R | CCGGCCCATCACCCTATTG |
| mAbca1 fwd | AGGACTAGACTCCAAGTTCTTCA | mSrebf1 F | CGATGTCGTTCAAAACCGCT |
| mAbca1 rvs | TGGACACCTTCTATGACAATTCTAC | mSrebf1 R | AGGCAGTCTCAACCCGCTA |
| mAbcg1 fwd | TGTCAGATACGGCTTTGAGGG |  |  |
| mAbcg1 rvs | GATGTCGCAGTGCAGGTCTT |  |  |
| mTgfb1 fwd | TACGTCAGACATTCGGGAAGC |  |  |
| mTgfb1 rvs | TTTAATCTCTGCAAGCGCAGC |  |  |
| mCcl2 fwd | ACCTGGATCGGAACCAAATGAG |  |  |
| mCcl2 rvs | GCTGAAGACCTTAGGGCAGAT |  |  |
| mCd163 fwd | GCTGAGGATGTCGGTGTGAT |  |  |
| mCd163 rvs | TCCTGAACATCTGGACACTCC |  |  |
| mMmp12 fwd | GTGGTACACTAGCCCATGCTT |  |  |
| mMmp12 rvs | TCCACGTTTCTGCCTCATCAA |  |  |
| mMmp13 fwd | ATGAAGACCCCAACCCTAAGC |  |  |
| mMmp13 rvs | ATGGCATCAAGGGATAGGGC |  |  |
| mCyp27a1 fwd | GATCAGTGGAAGGACCACCG |  |  |
| mCyp27a1 rvs | CCATTGCTCTCCTTGTGCGA |  |  |

**Hydroxyproline assay**

Hydroxyproline assays were performed using a hydroxyproline assay kit (Cell Biolabs Cat# STA-675) according to manufacturer’s instructions.

**27-hydroxycholesterol ELISA**

27-hydroxycholesterol was detected in culture media using a 27-Hydroxycholesterol (27-HC) competitive ELISA Kit (Abbrexa, cat# abx257403) according to manufacturer’s instructions.

**Metabolomics**

Cholesterol Metabolism (Total Sterol lipids) Analysis was performed using UPLC-MS/MS by Creative Proteomics (Creative Proteomics, Shirley, NY). Briefly, the LC-MS platform consisted of a Shimadzu Prominence HPLC coupled to a Thermo LTQ-Orbitrap Velos mass spectrometer. The LC system included two LC20AD pumps, a vacuum degassing system, autosampler, and column oven. The HPLC column was a Phenomenex 2.0 mmx150 mm Synergi HydroRP-C18 (4 micron, 80Angstrom pore size) equipped with a guard cartridge of the same column chemistry. Solvent A was water containing 0.1% formic acid. Solvent B was methanol containing 0.1% formic acid. The flow rate was 250 microliters per minute and the column oven was held at 50 degrees C. The autosampler was held at 15 degrees C. 10 microliters of each sample was injected. The gradient conditions used were: Time 0-2 minutes, 85% solvent B. Column eluant was diverted to waste using a 2-position 6 port valve. Solvent B was increased linearly to 100% between 2.0 and 16 minutes. Solvent B was then held at 100% for 9 minutes. Solvent B was returned to 85% to re-equilibrate the column. Column eluent was introduced to a Thermo LTQ-Orbitrap Velos mass spectrometer via a heated electrospray ionization source. The mass spectrometer was operated in positive ion mode at 60,000 resolution with full scan MS data collected from 300-700 m/z. Data-depended product ion spectra were collected on the 4 most abundant ions at 30,000 resolution using the FT analyzer. The electrospray ionization source was maintained at a spray voltage of 4.5 kV with sheath gas at 30 (arbitrary units) and auxillary gas at 10 (arbitrary units). The inlet of the mass spectrometer was held at 350 degrees C, and the S-lens was set to 50%. The heated ESI source was maintained at 300 degrees Celsius. Sterol and oxysterol species were identified as their [M-H2O+H]+, [M-2H2O+H]+, [M+H]+, [M+Na]+ and [M+K]+ ions under the conditions employed. Prior to analysis of serum cholesterol, samples were diluted 50-fold in methanol. For analysis of non-cholesterol sterols, samples were analyzed undiluted. Chromatographic alignment, isotope correction, peak identification and peak area calculations were performed using MAVEN software. Concentrations of each analyte were determined against the peak area of the internal standard (D6 cholesterol for cholesterol, and 19-hydroxycholesterol for other sterols). Sterols are reported as the sum of each ion type identified (e.g. [M-H2O+H]+, [M-2H2O+H]+, [M+H]+, [M+Na]+ and [M+K]+ ions).

**Supplemental Figure legends**

**Figure S1** ALD resolution is characterized by rapid steatosis reduction but no change in fibrosis area. Male and female 7–8-week-old mice were fed ad libitum Western diet and alcohol in the drinking water for 20 weeks, then liver biopsy was collected, and mice were placed on chow diet for 2-8 weeks. Corresponding biopsy and final liver sections were placed on the same slide and stained with Mason’s trichrome staining. Examples of individual mice biopsies and liver sections at the time of sacrifice.

**Figure S2.** Male and female 7–8-week-old mice were fed ad libitum Western diet and alcohol in the drinking water for 20 weeks then liver biopsies were collected, and mice were placed on chow diet for 2-8 weeks. Corresponding biopsy and final liver sections were placed on the same slide and stained using Sirius Red staining. Examples of individual mice biopsies and liver sections at the time of sacrifice.

**Figure S3.** 7–8-week-old *Kdm5b* fl/fl or *Kdm5c* fl/fl mice were fed ad libitum Western diet and alcohol in the drinking water for 20 weeks. Mice received 10^11^ gc/mouse of AAV-CMV-Cre or AAV-CMV-control at the beginning of alcohol feeding. Alternatively, mice were treated with AAV and were placed on chow diet for 4 weeks. Representative images of immunohistochemistry staining using KDM5B or KDM5C specific antibodies are presented as indicated.

**Figure S4.** 7–8-week-old *Kdm5b* fl/fl or *Kdm5c* fl/fl mice were fed ad libitum Western diet and alcohol in the drinking water for 20 weeks then liver biopsies were collected, and mice were placed on chow diet. One day after mice received 10^11^ gc/mouse of AAV-CMV-Cre or AAV-CMV-control. Examples are shown of individual mice biopsies (top row) and liver sections at the time of sacrifice (bottom row) stained with H&E.

**Figure S5.** Mice were treated as in figure 2. Examples of individual mice biopsies and liver sections at the time of sacrifice.

**Figure S6.** Mice were treated as in figure 2. **A.** Wild type and *Kdm5b* KO (AAV-CMV-Cre) mouse livers were analyzed by western blotting using indicated antibodies. Ponceau staining used as loading control. **B.** Immunofluorescence staining using MMP9 specific and CD11b specific antibodies in liver section from *Kdm5b* KO mice (AAV-TBG-Cre). Arrows show co-localization.

**Figure S7**. Top up and down regulated genes in *Kdm5b* knockout mice (AAV-CMV-cre).

**Figure S8. A.** LXRα/β western blot analysis in mice at the end of WDA diet feeding (WDA) or 4 weeks after cessation of WDA (resolution). **B**. Immunofluorescence staining using LXRα/β specific and F4/80 specific antibodies.

**Figure S9.** Mice were fed WD diet (control) or WDA diet (alcohol) and treated with AAV-shControl or AAV-shKdm5b and AAV-shKdm5c. **A.** Chromatin immunoprecipitation assay from whole liver extracts using KDM5B specific antibodies. Data presented as percent input. N ≥3 per group. *, P<0.05, **, P<0.01. **B.** ChIP-seq analysis showing H3K4me3 peaks at indicated genome positions.

**Supplemental References**

1. Schonfeld M, Villar MT, Artigues A, Weinman SA, Tikhanovich I. Arginine Methylation of Integrin Alpha-4 Prevents Fibrosis Development in Alcohol-Associated Liver Disease. Cell Mol Gastroenterol Hepatol 2022;15:39-59.

2. Li Z, Zhao J, Tikhanovich I, Kuravi S, Helzberg J, Dorko K, Roberts B, et al. Serine 574 phosphorylation alters transcriptional programming of FOXO3 by selectively enhancing apoptotic gene expression. Cell Death Differ 2016;23:583-595.

3. Tikhanovich I, Zhao J, Olson J, Adams A, Taylor R, Bridges B, Marshall L, et al. Protein Arginine Methyltransferase 1 modulates innate immune responses through regulation of peroxisome proliferator-activated receptor gamma-dependent macrophage differentiation. J Biol Chem 2017.

4. Troutman TD, Bennett H, Sakai M, Seidman JS, Heinz S, Glass CK. Purification of mouse hepatic non-parenchymal cells or nuclei for use in ChIP-seq and other next-generation sequencing approaches. STAR Protoc 2021;2:100363.

5. Zhao J, Adams A, Roberts B, O'Neil M, Vittal A, Schmitt T, Kumer S, et al. PRMT1 and JMJD6 dependent arginine methylation regulate HNF4alpha expression and hepatocyte proliferation. Hepatology 2017.

How the deposited data were processed for this re-analysis (not part of the article)

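RNA from whole liver was measured by RNA sequencing in 27 mice, 3 in each of 9 conditions: WT and KO females and males on the WDA diet, HepKO females on the WDA diet, and WT and KO females and males after 4 weeks of resolution. Each library is 1 mouse. The condition of each library was taken from its label. Mouse numbers repeat between the 2 experiments and do not pair mice.

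The paper states that clean reads were aligned to GRCm38.p6 with HISAT and to the reference genes with Bowtie2, without saying by whom. The deposited tables give, for each library and gene, an expected count, which is the estimated number of reads on the gene without normalization, and an FPKM value, which the authors or their service scaled by transcript length and by library total. The paper's text names no tool or version for these values. The counts were used for every result. The FPKM values were used only for a check of the fold changes from the counts, where Spearman's rho across genes was 0.975 to 0.989 over 8 comparisons. The sign was the same for 68.9% of genes (KO against WT, WDA males) to 95.3% (resolution against WDA, WT females). The median absolute difference was 0.018 (KO against WT, Res males) to 0.19 (KO against WT, WDA males), so small fold changes depend on the measure. The 4 tables list 16588 to 16725 genes each, 17655 in all and 15756 in every table. A gene missing from a table was given a count of 0 there.

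Summed counts per library ranged from 14634602 to 19388251, with a median of 17944536. The 10 genes with the most counts took 16.8% to 23.1% of a library. Precision rests on 3 mice per group, with a common biological coefficient of variation between 0.149 and 0.321 in the single-sex comparisons.

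Counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were filtered with filterByExpr (minimum count 10), libraries were scaled with TMM, and groups were compared with glmQLFit and glmQLFTest and Benjamini-Hochberg adjustment at 0.05. Each comparison used its own groups. Combined fits of males and females had sex as a covariate, and the differences between sexes and between stages were tested as interactions. Standard errors were derived from the fold change and the F statistic. Values per mouse are CPM with TMM scaling, and log2 values of lists used a prior count of 2. On simulated counts with known changes, 0 genes were called in the wrong direction. On simulated lists, camera and fry each called 50 of 50 changed lists, and called 3 and 9 of 200 unchanged lists. The genes were simulated independently of each other, so these rates need not hold for lists of correlated genes.

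Gene lists for pathways, LXR targets, cell types and sex-biased genes were written from general knowledge or from the paper's figures before the data were examined, as were the comparisons, the alternatives and the rule for named genes. A list of 15 clock genes was written after *Ciart* and *Dbp* were seen, and a list of 20 splicing factors after other transcripts of this class were seen to fall. Pathway and cell type lists were tested with camera (preset correlation 0.01). LXR lists were tested on the mean over the list, with exact permutation of the KO labels within each sex (400 regroupings) or 100000 resamples. Named genes are those the paper names in its text and in Figures 4, 6D and 7F, and in each comparison up to 5 genes with the highest and up to 5 with the lowest log2 fold change among those with an adjusted p-value under 0.05, a mean log2 CPM of at least 2 and no overlap between the groups.

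The alternatives were RLE and upper quartile scaling, the DESeq2 Wald test, no filter, at least 10 counts in every sample, a spread shared by all groups, a 2-fold threshold, other choices of p-value for the 2-fold lists, a prior count of 0.5, single sexes, camera, fry and an estimated correlation for lists, and leaving out each mouse. Library totals without scaling factors were added after seeing the data. The upstream regulator analysis, the published LXR gene set and single-cell data were not analysed here.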

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

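The splits of the HepKO and KO libraries and the tests of mouse 5, mouse 13, the 5 libraries with cholangiocyte transcripts and the clock genes were chosen only after the result was seen.

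Between HepKO and KO females on the WDA diet, which the paper does not compare by RNA sequencing, 2 genes had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, and 709 genes had an unadjusted p-value under 0.05. *Ciart* had a log2 fold change of 2.86 (standard error 0.20, adjusted p = 0.00117) and *Dbp* of 1.85 (standard error 0.20, adjusted p = 0.0328), each higher in 3 of 3 HepKO mice than in any KO mouse. Without KO mouse 1, 5 genes were called, and without 1 of 3 other mice, HepKO mouse 14, KO mouse 2 or KO mouse 3, only 1. Of the 10 splits of the 6 libraries, 1, the real one, gave as many calls, which is the smallest share that 3 against 3 allow. DESeq2 called 38 genes, and with it 2 of the 10 splits gave as many, the other of them 87. Both genes belong to the circadian clock. Of 15 clock genes, 14 moved in the direction that a later collection time in the cycle would give, the exception being *Hlf* at -0.06. The 14 include *Ciart* and *Dbp*, which prompted the list and are not independent evidence. A different time of day at collection may therefore be behind the difference, and the collection times are not in the sample labels. Effects of the different Cre vectors stay open, since each vector is 1 condition.

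In the library of mouse 13, a WT Res female, the pancreatic transcript *Amy2a5* was 136 CPM, against at most 1.07 CPM in any other library. All 10 genes of a list of pancreatic acinar markers, written before the test, were highest in this library, for a sum of 291 CPM against at most 2.18 CPM elsewhere. Among them *Ctrb1* was 27.3, *Cela2a* 24.3 and *Pnlip* 23.2 CPM. Pancreatic tissue carried into the sample is a candidate source, as 10 of 10 genes went the same way in a test that could have come out otherwise. No biological explanation was tested.

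In the library of mouse 5, labelled KO Res male, 8 transcripts specific to female livers were at a median of 0.285 of the female level (0.207 to 0.383), against at most 0.00767 in the other Res males. RNA of a female liver mixed into the sample may explain this, since the shares of the 8 genes lie close together. A male liver with feminized expression is the other candidate explanation. The 4 Y-chromosome genes were at a median of 0.706 of the other Res males, near the 0.715 that a mixture would leave, but the other males ranged from 0.794 to 1.28, so 1 library cannot settle which it is. The 18 transcripts specific to males were at 0.541, below the 0.715 that a mixture would leave. The other Res males ranged from 0.710 to 1.46, so these transcripts do not settle it either.

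In the library of mouse 7, a WT WDA female, *Gpnmb* was 253 CPM, against 2.32 and 2.73 CPM in the other WT WDA females. *Spp1* was 420 CPM, and *Cyp2e1* was 754 CPM against 8075 and 8407 CPM in the other females of the group. With mouse 17 (KO WDA male), mouse 13 (WT Res female), mouse 5 (KO Res male) and mouse 9 (WT Res male), it is 1 of 5 libraries with high cholangiocyte and scar-associated transcripts. A lower share of hepatocyte RNA would raise endothelial and cholangiocyte markers alike, but these moved apart, by at least 2.90 on the log2 scale in the 5 libraries and by at most 1.77 in the other 22. Pancreatic tissue would bring acinar transcripts, but in the 4 libraries other than that of mouse 13 their sum was at most 0.159 CPM. More advanced injury in single mice stays open as untested, since the 5 mice come from 5 conditions.

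After resolution, the KO effect over all genes was larger in females than in males, with a log2 ratio of the median sizes of 0.93. It was tested by regrouping the mice within each sex, where 4 of 100 regroupings, the real one included, gave a ratio as far from 1. Without mouse 6 of the KO Res males the ratio was 0.36, and over the 12 fits without 1 mouse it ran from 0.36 to 1.27. The library of mouse 5 with transcripts specific to female livers and that of mouse 13 with pancreatic transcripts are among the groups compared. A sex difference in the effect of the KO stays open, but it may also rest on single mice, since the 0.93 fell most without mouse 6.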

How the results depend on the processing

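The alternative without scaling factors and all splits of the libraries were chosen only after the results were seen. No paired analysis was possible because replicate numbers do not pair mice and the WDA and Res mice come from different experiments. A pseudocount of 0.1 was not tried because the values are counts. A comparison of KO effects between sexes over genes called in the fit of both sexes gave no value with edgeR, as 0 genes were called there and 1037 had an unadjusted p-value under 0.05. With DESeq2's calls and fold changes, the effect was larger in females for 4 of the 6 genes called in both sexes combined (6 in the same direction), for 602 of 603 genes called in females and for 0 of 7 called in males. Calling genes in 1 sex favours a larger effect in that sex, so the last 2 counts do not compare the sexes. The cause of the changes below was not tested, apart from fewer mice in the fits that leave one out.

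With the DESeq2 Wald test in place of edgeR's quasi-likelihood test, the count of called genes rose from 0 to 387 for resolution against WDA in WT females, from 0 to 607 for KO against WT in Res females, to 7 in Res males, 6 in both sexes after resolution, 78 for the difference between sexes, 8 in WDA females, 17 in WDA males, 4 in both sexes on WDA and 222 for HepKO against WT, and from 2 to 38 for HepKO against KO. It stayed at 0 for the difference between stages, where 352 genes had an unadjusted p-value under 0.05. On counts simulated from the Res females DESeq2 called 32 to 40 unchanged genes, where edgeR called 5 to 11. With a spread shared by all groups, the counts were 840, 670, 26 (both sexes after resolution), 9 (difference between sexes) and 49 (HepKO against WT). In WT males the count fell from 1361 to 308, of which 297 were among the 1361, and for HepKO against KO it fell to 0, with 393 genes at an unadjusted p-value under 0.05. With no filter on low counts, 1 gene was called for KO in Res females, 7 for HepKO against WT and 5 for HepKO against KO. With at least 10 counts in every sample, 8 were called for HepKO against WT. In WT males, a 2-fold threshold left 330, and RLE, upper quartile scaling, DESeq2, no filter and at least 10 counts gave 1357, 1341, 1711, 1201 and 1307. With upper quartile scaling 57.6% of the calls in WT males were higher after resolution, against 45.5% with TMM. The genes over 2-fold in KO numbered 0 in edgeR's adjusted test, 261 with DESeq2, 508 at an unadjusted p-value and 726 without one.

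Leaving out each mouse in turn gave 0 to 15 genes for resolution against WDA in WT females (15 without mouse 7 of the WDA group) and 106 to 1685 in WT males (106 without mouse 21 of the WDA group, 1685 without mouse 9 of the Res group). It gave 0 to 852 for KO in Res females, 0 to 241 for the difference between sexes and 0 to 419 for the 2-fold lists, each highest without WT Res female mouse 1. For HepKO against WT it gave 0 to 349 (349 without WT mouse 7) and for HepKO against KO 1 to 5. In Res males, WDA females, WDA males, both combined fits and the difference between stages it gave 0 to 0. The number of genes at an unadjusted p-value under 0.05 also moved: 931 to 2961 for resolution in WT females, 2641 to 3963 in WT males, 1525 to 3502 for KO in Res females, 124 to 756 in Res males (756 without KO mouse 6), 595 to 1635 in both sexes after resolution, 1051 to 2340 for the difference between sexes, 233 to 766 in WDA females, 328 to 1842 in WDA males, 261 to 1215 in both sexes on WDA, 211 to 835 for the difference between stages, 665 to 2517 for HepKO against WT and 406 to 1182 for HepKO against KO. The pathway lists past the threshold numbered 2 to 5 for resolution in WT females and 1 to 3 for KO in Res females.

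The LXR targets of Figure 6D had a mean KO effect after resolution of 0.11, which was 0.07 to 0.16 without 1 mouse, and reversed to -0.025 in males only. On the WDA diet it was -0.03, from -0.11 to 0.028 without 1 mouse (-0.11 without WT female 7, 0.028 without WT female 5), and it was reversed to 0.013 without scaling factors. The difference between the stages was 0.15, from 0.083 to 0.22 without 1 mouse, and 0.012 without scaling factors. The general LXR list had 0.18, from 0.14 to 0.25. Camera put the values of 0.11, 0.15 and 0.18 past the threshold, with p-values of 0.0304, 0.0460 and 0.00169, whereas fry and the permutation tests did not. Of the pathway lists, 4 in the resolution comparison and 1 in the KO comparison passed in camera, and 0 and 0 under fry or an estimated correlation. Scaling by library totals moved the median of all genes by -0.17 for KO in Res females and by -0.11 in WDA females.

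Leaving out 1 mouse reversed several medians of pathway lists. For resolution in WT females, they ran from -0.085 to 0.57 for bile acid metabolism, from -0.16 to 0.27 for the circadian clock, from -0.79 to 0.57 for extracellular matrix, from -0.27 to 0.29 for TGFβ signaling and from -0.35 to 0.028 for lipid metabolism. The low end of bile acid, clock and lipid genes and the high end of extracellular matrix and TGFβ genes came without WDA mouse 7. For KO in Res females, they ran from -0.20 to 0.46 for cholesterol synthesis, from -0.14 to 0.12 for bile acid metabolism, from -0.77 to 0.15 for extracellular matrix, from -0.013 to 0.42 for cell cycle and from -0.19 to 0.14 for TGFβ signaling. Among genes, *Cyp7a1* ran from -0.78 (without KO mouse 3) to 0.54 (without WT mouse 1) for KO in Res females, and *Scd2* from -1.44 (without WT mouse 5) to 0.26 (without WT mouse 7) for KO in WDA females.

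Under the other alternatives single genes changed less. Over 63 results for named genes and 405 alternatives, 358 kept their direction and their side of the threshold, 4 were weaker, 43 were stronger (22 of these under DESeq2) and 0 were reversed.

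Where 0 genes were called, every split gives as many, so the count of splits was fixed in advance and says nothing about chance: 10 of 10 for each of resolution in WT females, KO in Res females, Res males, WDA females and WDA males and HepKO against WT, 100 of 100 for both combined fits and the difference between sexes, and 60 of 60 for the difference between stages. For resolution in WT males 1 of 10 splits gave as many calls, the real one, the smallest share possible. At an unadjusted p-value under 0.05, as many genes came from 3 of 10 splits for resolution in WT females, 1 for KO in Res females, 8 in Res males, 6 in WDA females, 2 in WDA males, 2 for HepKO against WT and 3 for HepKO against KO, and from 26 of 100 for both sexes after resolution, 13 of 100 for the difference between sexes, 56 of 100 for both sexes on WDA and 40 of 60 for the difference between stages. With DESeq2, as many calls came from 3 of 10 splits for resolution in WT females (at most 680 in another split), 1 in WT males (18), 1 for KO in Res females (10), 6 in Res males (475), 5 in WDA females (26), 2 in WDA males (211), 1 for HepKO against WT (113) and 2 for HepKO against KO (87). With 10 splits a share under 0.05 cannot be reached. On simulated counts, 48.0% of genes with a log2 fold change of 1 were called in Res females, and 7.22% for the difference between sexes. This limits what small effects could be seen. Real libraries may allow less, since no simulated mouse differed over many genes.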

Differences from the paper's values

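The paper gives an increase of about 2-fold for *Cyp27a1* in KO mice. The value in Res females was 1.28-fold against the paper's 2-fold, and 1.27-fold to 1.31-fold under the other scalings, filters, tests and spreads set before the data were examined, none of which came within 1.5 times the paper's value. Of the fits without 1 mouse, also set before, that without WT mouse 1 gave 1.57-fold, within 1.5 times the paper's value, and the other 5 gave 1.14-fold to 1.32-fold and did not.

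For genes over 2-fold higher in KO after resolution, the paper's counts are about 81 in females only, about 13 in both sexes and about 19 in males only (Figure 4E, read by eye), and for genes over 2-fold lower about 240, about 10 and about 19 (Figure 4E, read by eye). The counts with an adjusted p-value under 0.05 in edgeR's quasi-likelihood test were 0 in each. Among the alternatives set before the data were examined, DESeq2, which the paper names, gave 87 higher and 171 lower in females only, each within 1.5 times the paper's count though not equal to it, and 3 higher and 0 lower in males only and 0 in both sexes, which are not. An unadjusted p-value under 0.05 gave 28 higher in males only and 322 lower in females only, within 1.5 times the paper's counts, but 147 higher in females only and 9 lower in males only, which are not. No p-value at all gave 18 lower in males only, within 1.5 times the paper's count, but 175, 39 and 490 for the higher genes of females, the higher genes of males and the lower genes of females, which are not. Leaving out WT female mouse 1 gave 271 lower in females only, within 1.5 times the paper's count, and 148 higher, which is not, and leaving out any other of the 12 mice gave at most 2 higher and 0 lower in females only. All 12 of these fits gave 0 in males only. For the genes shared by both sexes no alternative came within 1.5 times the paper's counts, with at most 4 higher and 0 lower. At least 10 counts in every sample left all at 0.

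The log2 fold change of *Ogt* in KO Res females was -1.42, against the paper's value of about 1.4 (Figure 4C, read by eye), and -1.63 (without WT mouse 1) to -1.29 under the alternatives set before the data were examined, including the fits without 1 mouse, none of which closed the gap. For *Cyp7a1* in KO WDA females it was -0.71, against the paper's value of about 0.35 (Figure 6D, read by eye), and -1.07 (without WT mouse 7) to -0.25 (without WT mouse 5) under the alternatives set before the data were examined, including the fits without 1 mouse. None was positive, and none closed the gap.

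On the scale of -log10 of the adjusted p-value, *Scd1* for resolution in WT females was 0.735 in edgeR's quasi-likelihood test against the paper's value of about 18 (Figure 4A, read by eye). Among the alternatives set before the data were examined, DESeq2 gave 18.2, within 1.5 times the paper's value, and the others gave 0.177 (without WDA mouse 5) to 5.00 (all groups share one spread) and did not reach it. Without WDA mouse 7 it was 1.66, an adjusted p-value of 0.0217. *Cidec* in KO Res females was 1.10 against the paper's value of about 13 (Figure 4C, read by eye). Of the same alternatives, DESeq2 gave 12.8, within 1.5 times the paper's value, and the others gave 0.503 (without KO mouse 2) to 1.91 (without WT mouse 1, an adjusted p-value of 0.0123) and did not reach it.

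The paper reports changes of extracellular matrix, circadian and glucose metabolism genes during resolution. The lists for these had adjusted p-values of 0.592, 0.325 and 0.0657 in camera in WT females. Of the 6 fits without 1 mouse, extracellular matrix passed in 1 (adjusted p = 0.0145) and the clock in 0. Glucose metabolism passed in 2 (lowest adjusted p = 0.000286). The paper reports cell cycle, TGFβ signaling and lipid metabolism among the genes changed in KO mice. Their lists had adjusted p-values of 0.130, 0.713 and 0.237 in camera in Res females. Without 1 mouse, cell cycle passed in 2 of 6 fits (lowest adjusted p = 0.00472) and the others in 0. Over both sexes after resolution, lipid metabolism had a mean of 0.13 in KO (exact permutation p = 0.02, 0.184 adjusted over 46 list and stage pairs). Cell cycle and TGFβ signaling had exact permutation p-values of 0.51 and 0.57. The paper reports that LXR targets rise in KO mice during resolution. Over both sexes the list of Figure 6D rose by 0.11 on the log2 scale with an exact permutation p-value of 0.225, and camera put it past the threshold with a p-value of 0.0304 (0.243 in fry).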

Other observations

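The tests of the KO effects shared across genes, the comparison of Res with WDA in KO mice, and the medians of the splicing, cell type, sex-biased and RT-qPCR lists without 1 mouse, which are tests of single mice, were chosen only after the result was seen.

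HepKO and WT females on the WDA diet, which the paper does not report by RNA sequencing, differed in 0 of 12413 genes at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test and in 1249 at an unadjusted one. Across 12589 genes, the HepKO and KO effects on the WDA diet had a Spearman's rho of 0.755. Both effects share the WT libraries, and 100 simulations with unchanged groups gave a median rho of 0.435 (0.419 to 0.458) from this sharing alone. Without mouse 7 of the WT females the rho was 0.722 and the simulated median 0.534 (at most 0.553). Sharing of controls could account for part of the relation, and a common effect cannot be told apart from mice of the WT group that differ from both others, since the simulation had no such mice.

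Across genes, which are not independent replicates, the KO effects of females and males had a Spearman's rho of -0.0654 after resolution (permutation p = 0.84) and -0.418 on the WDA diet (permutation p = 0.85). The effects of the stages had 0.331 in females (permutation p = 0.44) and 0.137 in males (permutation p = 0.79). The adjusted value of each p over the 4 relations was 0.85. An effect of the KO shared by these comparisons cannot be told apart from chance with 3 mice per group.

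Fold changes for resolution in WT females ran with transcript length (Spearman's rho across genes 0.413). The rho was 0.244 in WT males, 0.147 in KO females and 0.251 in KO males. Between the same stages, edgeR's quasi-likelihood test called 2550 genes in KO females and 0 in KO males at an adjusted p-value under 0.05. This pattern differs from WT mice, where 0 were called in females and 1361 in males, and a count of calls depends on the spread between 3 mice, so it does not show that the KO changes resolution. A difference between the 2 experiments in RNA quality or library preparation could give such a trend, and it cannot be told apart from the stage, because experiment and stage coincide. For KO against WT, within one experiment and stage, the rho was -0.211 in Res females. It was 0.0839 in Res males, 0.0765 in WDA females and 0.0718 in WDA males. The trend in Res females cannot come from a difference between the experiments. A trend with length was tested as a cause of the counts. After it was removed from each library, 1034 of the 1361 genes called in WT males were still called (1195 in all), and 2337 genes had an unadjusted p-value under 0.05 for KO in Res females, against 2413 before. This argues against length as the whole cause of these 2 counts. For resolution in WT females, where the rho was largest, the number at an unadjusted p-value under 0.05 fell from 1716 to 1273, so part of that count went with length.

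A list of 20 splicing factors was written before its test, but after other transcripts of this class were seen to fall. Its transcripts were lower in KO Res females, with a median log2 fold change of -0.22 and 15 of 20 lower (camera adjusted p = 0.0400 and fry adjusted p = 0.257 over 12 comparisons). With the length trend removed the median was -0.24, which argues against that trend. Without 1 mouse the median was -0.27 to -0.13, the weakest without WT mouse 12. Because the list was prompted by these data, the fall is not independent evidence of a change of the class, and no adjusted p-value in fry passed. In the other KO comparisons the median was -0.12 in WDA females (14 of 20 lower), 0.029 in WDA males (6 lower) and 0.067 in Res males (5 lower). The list therefore went the same way in WDA females but did not fall in every sex and stage. It could not be told whether these comparisons were too small to show a fall. HepKO against WT gave -0.22, and resolution in WT females 0.28.

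Lists of cell types and sex-biased genes were tested in every comparison. For resolution in WT females, female-biased liver genes had a median log2 fold change of 2.14 (15 of 18 higher, camera adjusted p = 3.67e-08, fry adjusted p = 0.156) and lymphocyte markers 0.65 (6 of 6 higher, camera adjusted p = 0.0171, fry adjusted p = 0.467). Male-biased genes had 0.44, hepatocyte markers 0.17, macrophage markers 0.11, stellate and fibroblast markers -0.14, endothelial markers 0.28 and cholangiocyte markers 0.20. Without 1 mouse the medians ran from 1.55 to 2.67 for female-biased genes, from 0.44 to 1.21 for lymphocyte markers, from -0.036 to 0.42 for male-biased genes, from -0.071 to 0.30 for hepatocyte markers, from -0.38 to 0.62 for macrophage markers, from -0.79 to 0.48 for stellate and fibroblast markers, from 0.19 to 0.44 for endothelial markers and from -2.11 to 2.21 for cholangiocyte markers. The low end of male-biased genes and hepatocyte markers and the high end of macrophage, stellate and cholangiocyte markers came without WDA mouse 7. The low end of stellate and cholangiocyte markers came without Res mouse 13, that of macrophage and endothelial markers without WDA mouse 5, and the high end of lymphocyte markers without Res mouse 12. In WT males lymphocyte markers had 1.41 (8 of 8 higher, camera adjusted p = 4.64e-05), the only one of these lists that passed in fry (adjusted p = 0.0206). Of the 8 lists, camera put 1 past the threshold for KO in Res females, 3 in Res males, 5 in WDA females and 8 in WDA males, and fry 0 in each (smallest adjusted p = 0.246). Endothelial markers had 0.35 for KO in Res females (9 of 10 higher, camera adjusted p = 0.00387; 0.23 without WT mouse 13), 0.24 in Res males (9 of 10 higher, camera adjusted p = 0.0126; 0.085 without KO mouse 11) and 0.36 in WDA females (9 of 10 higher, camera adjusted p = 0.00911; 0.14 without KO mouse 2), but -0.27 in WDA males (1 of 10 higher, camera adjusted p = 0.0120; -0.12 without KO mouse 17). Female-biased genes had 0.43 for KO in Res females (13 of 18 higher, camera adjusted p = 0.190; 0.019 without WT mouse 13), 1.45 in Res males (12 of 13 higher, camera adjusted p = 0.000511), 0.99 in WDA females (15 of 18 higher, camera adjusted p = 1.28e-07; 0.50 without KO mouse 2) and 1.94 in WDA males (8 of 10 higher, camera adjusted p = 0.00221; 1.49 to 3.72 without 1 mouse). In Res males the direction rested on the library of mouse 5, without which the median was -0.58 with 5 of 13 higher. Over both sexes on the WDA diet female-biased genes had 1.17 (15 of 17 higher, camera adjusted p = 1.70e-12, fry adjusted p = 0.109). In KO WDA males 0 of 17 male-biased genes were higher (median -1.24, camera adjusted p = 5.41e-07, fry adjusted p = 0.246). The size of this median rested on KO mouse 17, without which it was -0.46 with 2 of 18 higher. Over 46 pairs of list and stage, an exact permutation test of the KO effect gave 5 with an unadjusted p-value under 0.05 and 0 after adjustment, and for the difference between sexes 3 and 0.

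*Col1a1* was 25.7 ± 38.3 CPM (SD, n = 3) in WT WDA females, 3.19 ± 0.815 in KO WDA females, 9.59 ± 11.4 in WT Res females and 3.65 ± 1.16 in KO Res females. Mouse 7 had 70.0 CPM on the WDA diet and mouse 13 had 22.8 CPM after resolution. The genes that the paper measured by RT-qPCR include MMP genes, reported as higher in KO, and *Tnf*, *Ccr2* and *Timp1*, reported as lower. A median over the list therefore does not test those reports. In Res females *Tnf*, *Timp1* and *Mmp13* did not pass the expression filter and were not tested. The median log2 fold change of the list in KO after resolution was -0.54 in females (3 of 7 higher, 2 at an unadjusted p-value under 0.05). In males it was 0.05 (6 of 10 higher, 0 at an unadjusted p-value under 0.05). The direction rested on single mice in each sex: without WT mouse 13 the median in females was 0.25 (5 of 7 higher), against at most -0.52 in the other 5 fits without 1 mouse, and in males it ran from -0.16 without KO mouse 11 to 0.23 without KO mouse 6.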
